# Complex Gene Regulation Underlying Mineral Nutrient Homeostasis in Soybean Root Response to Acidity Stress

**DOI:** 10.3390/genes10050402

**Published:** 2019-05-27

**Authors:** Qianqian Chen, Weiwei Wu, Tong Zhao, Wenqi Tan, Jiang Tian, Cuiyue Liang

**Keywords:** soybean, roots, mineral nutrient, transporter, acidity stress

## Abstract

Proton toxicity is one of the major environmental stresses limiting crop production and becomes increasingly serious because of anthropogenic activities. To understand acid tolerance mechanisms, the plant growth, mineral nutrients accumulation, and global transcriptome changes in soybean (*Glycine max*) in response to long-term acidity stress were investigated. Results showed that acidity stress significantly inhibited soybean root growth but exhibited slight effects on the shoot growth. Moreover, concentrations of essential mineral nutrients were significantly affected by acidity stress, mainly differing among soybean organs and mineral nutrient types. Concentrations of phosphorus (P) and molybdenum (Mo) in both leaves and roots, nitrogen (N), and potassium (K) in roots and magnesium (Mg) in leaves were significantly decreased by acidity stress, respectively. Whereas, concentrations of calcium (Ca), sulfate (S), and iron (Fe) were increased in both leaves and roots. Transcriptome analyses in soybean roots resulted in identification of 419 up-regulated and 555 down-regulated genes under acid conditions. A total of 38 differentially expressed genes (DEGs) were involved in mineral nutrients transportation. Among them, all the detected five GmPTs, four GmZIPs, two GmAMTs, and GmKUPs, together with GmIRT1, GmNramp5, GmVIT2.1, GmSKOR, GmTPK5, and GmHKT1, were significantly down-regulated by acidity stress. Moreover, the transcription of genes encoding transcription factors (e.g., GmSTOP2s) and associated with pH stat metabolic pathways was significantly up-regulated by acidity stress. Taken together, it strongly suggests that maintaining pH stat and mineral nutrient homeostasis are adaptive strategies of soybean responses to acidity stress, which might be regulated by a complex signaling network.

## 1. Introduction

Acid soils with pH lower than 5.5 comprise up to approximate 30% of total areas of the planet and one-half of world’s potentially arable lands [1,2,3,4]. In the tropics and subtropics, soil acidification is a natural and very slow process. However, anthropogenic activities, such as inappropriate application of fertilizers and massive use of fossil energy sources, have accelerated soil acidification in recent time [5,6,7,8,9].

In acid soils, H^+^ rhizotoxicity is recognized as a major limiting factor for crop production [2]. Field experiments in Northern Idaho showed that yield of important crops decreased on even moderately low-pH soils without Al toxicity [10]. It has been suggested that physiological response of plant roots to low-pH stress could occur in a very short time period. For example, root cells of alfalfa (*Medicago sativa*) and Arabidopsis (*Arabidopsis thaliana*) lost viability within four and two-hour exposure to low pH, respectively [11,12]. In *Lotus corniculatus*, the root growth was obviously inhibited after 5 d of low-pH treatment [13]. Further results showed that low-pH stress inhibited plant root growth through complex mechanisms such as affecting root water conductance, changing plasma membrane Ca^2+^ fluctuation, disturbing root gravitropic responses, disrupting cell wall polysaccharide stability and changing cytosol pH homeostasis [12,13,14,15,16,17,18,19,20]. 

Accompanied with root growth inhibition, low-pH stress can disturb plant mineral nutrient acquisition mainly through destruction of proton gradients across plasma membranes [14,15,16,21,22,23,24,25]. One typical example is the nitrate (NO_3_^−^) up-take in plant roots. NO_3_^−^ is taken-up by either nitrate/peptide transporter family (NPF/NRT1) or the nitrate/proton symporter family (NRT2) [26,27]. Therefore, the transport of NO_3_^−^ across the plasma membrane in root epidermal cells significantly influences the rhizosphere pH, and vice versa, the rhizosphere pH can alter plant NO_3_^−^ uptake [22,23,24,28,29,30]. For instance, evidences showed that the proton stress enhanced the NO_3_^−^ uptake mediated by NRT1.1 in Arabidopsis and caused significant rhizosphere alklification [24]. Moreover, another NO_3_^−^ transporter OsNRT2.3b locates on the plasma membrane and has a regulatory motif on the cytosolic side that acts to switch NO_3_^-^ transport activity on or off by a pH-sensing mechanism [31]. These results suggest that external pH could affect the plant NO_3_^−^ sensing and in turn improve plant adaptation to rhizosphere pH by the regulation of NO_3_^−^ transport [32]. 

With the aid of genome wide transcriptomic analysis and functional characterization of sets of genes, molecular mechanisms underlying complex responses of plants to acidity stress have been elucidated [33,34,35]. A microarray assay on wheat (*Triticum aestivum*) identified 1057 differentially expressed genes (DEGs) after two hours of acid treatment, in which rhizosphere alkalification was suggested to be the earliest responses to acidity stress [34]. Moreover, longer acid treatment (8 h) on Arabidopsis identified a total of 881 genes exhibited at least 2-fold changes in transcripts, suggesting redundancies and interactions among the responses to pH, auxin and pathogen elicitors [33]. Interestingly, a recent RNA-seq analysis in soybean found a total of 3242 genes were up-regulated by pH3.0 medium for 9 days. Among them, 27 genes were identified to be involved in the biosynthesis of glycollins, which are isoflavonoid-derived pathogen-inducible defense metabolites [35]. Moreover, genes function in systemic acquired resistance (SAR), which is a component of the plant immune system to pathogen, were also significantly up-regulated [35]. These results indicated that acidity stress is an elicitor of plant defensive responses to pathogens. Except for transcriptomic assays, complex regulatory mechanisms underlying plant acid tolerance have been widely documented through identification and functional analysis of STOP1 (*Sensitive to Proton Rhizotoxicity* 1) and its down-stream genes such as GAD (*Glutamate Decarboxylase*), ME (*Malic Enzyme*) and GDH (*Glutamate Dehydrogenase*) [36,37,38,39,40,41,42,43]. However, most of these studies mainly focus on the mechanisms underlying plant root growth adaptation to acidity stress, few studies have tried to investigate the effects of acidity stress on mineral nutrient acquisition and translocation in plants, especially in crops.

Soybean (*Glycine max*) is one of the most economically important leguminous crops, which provides more than a quarter of the world’s protein for food and animal feed [44]. Approximate 2000 years ago, soybean cultivation was expanded worldwide, and domesticated with wide adaptation to different soil types, especially acid soils [45,46]. For instance, in Brazil, the world’s second largest soybean producer, soybean is mainly grown on savannahs regions, which comprises prevalence of acid infertile soils with low soil pH, high aluminum (Al) availability, and low mineral nutrient-holding capacity [47,48]. Although intensive studies have been conducted to investigate soybean adaptation to Al toxicity and mineral nutrient deficiencies (e.g., phosphorus and nitrogen) on acid soils [42,49,50,51,52,53,54], few studies have been carried out to elucidate complex mechanisms underlying soybean adaptation to proton toxicity through integration of mineral nutrients accumulation and transcriptomic analyses. Therefore, the present study investigated the effects of acidity stress on soybean growth and mineral nutrients accumulation. Subsequently, transcriptome analysis was conducted to identify DEGs in soybean roots responding to acidity stress, which highlighted transcriptional regulatory mechanisms underlying its adaptive strategies, especially for mineral nutrient acquisition and translocation.

## 2. Materials and Methods

### 2.1. Plant Material and Growth Conditions

Soybean genotype Huachun 6 was used in the study. Soybean seeds were surface-sterilized with 10% (*v*/*v*) H_2_O_2_, then directly sown in the prepared peat soils (JIFFY, Hoek van Holland, The Netherlands) moistened with nutrient solution, of which soil pH was adjusted to 4.2 and 5.8 by addition of diluted H_2_SO_4_. After seed germination, seedlings were watered with deionized water every day and supplied with 200 mL nutrient solution with pH of 4.2 and 5.8 once a week. The nutrient solution was composed of (in mM): 1.5 KNO_3_, 1.2 Ca(NO_3_)_2_, 0.4 NH_4_NO_3_, 0.025 MgCl_2_, 0.5 MgSO_4_, 0.3 K_2_SO_4_, 0.3 (HN_4_)_2_SO_4_, 0.0015 MnSO_4_, 0.0015 ZnSO_4_, 0.0005 CuSO_4_, 0.00015 (NH_4_)_6_Mo_7_O_24_, 0.0025 H_3_BO_3_, 0.25 KH_2_PO_4_ and 0.04 Fe-Na-EDTA. After 30 days, plant dry weight, leaf number, shoot height, branch number, along with total root length, average root diameter, and root surface area were determined. Plants were also harvested for the determination of mineral nutrient concentrations of leaves and roots. All experiments had five biological replicates, each of which had one plant. 

For transcriptome analysis, soybean seeds were surface-sterilized and germinated in paper rolls moistened with half-strength nutrient solution as mentioned above. After germination, uniform seedlings were transplanted to hydroponic culture, the component of which was the same as mentioned above with pH 5.8 and pH 4.2, respectively. The solution pH was adjusted every day with diluted KOH or H_2_SO_4_ and renewed once a week. After 30 days, soybean roots were harvested for transcripteomic assay. Each replicate had two plants and was used for one cDNA library construction. Similarly, roots of other two plants in each replicate were harvested for quantitative real-time PCR (qRT-PCR) analyses. Meanwhile, dry weight, leaf number, shoot height, branch number, along with total root length, average root diameter, root surface area and mineral nutrient concentrations in roots of another two plants in each replicate were determined. All experiments had three replicates.

### 2.2. Determination of Mineral Nutrient Concentration 

Measurement of N and P concentrations in soybean samples was conducted using the continuous flowing analyzer (Series SA1100, SKALAR, Breda, The Netherlands). Briefly, about 0.1 g dry samples were incubated with 1 mL H_2_O_2_ and 5 mL H_2_SO_4_ overnight. The processed samples were then heating digested and constant-volumed to 50 mL. The resulted products were analyzed following the instruction in the manuals. 

The other dry samples were digested using the START D microwave digestion system (Series: 131825, Milestone, Sorisole, Italy) following the instruction in the manuals. Briefly, samples were incubated with 8 mL diluted HNO_3_ and 2 mL 30% H_2_O_2_ for overnight. The resulting products were applied to microwave digestion following the consecutive procedures, in which the temperature was raised to 130 ℃ within 10 min, then hold for 5 min at 130 ℃. After that, the temperature was raised to 180 ℃ within 10 min, and then hold for 30 min at 180 ℃ and ventilation for 30 min. After microwave digestion, mixtures were moved to plastic volumetric flasks and adjusted to 100 mL, then filtered with filter papers. The products were subsequently used for determination of potassium (K), calcium (Ca), magnesium (Mg), iron (Fe), molybdenum (Mo), zinc (Zn), copper (Cu), and manganese (Mn) by atomic absorption spectrometer (Series: ZA-3300, Hitachi, Tokyo, Japan), and sulfate (S) by inductively couple plasma atomic emission spectrometer (Series: 710-ES, Agilent, Santa Clara, CA, USA).

### 2.3. Transcriptome Analysis of Soybean Roots

Total RNA was extracted from soybean roots under acid (pH 4.2) and normal (pH 5.8) conditions using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Then, the total RNA was digested with RNase free DNAase I (Qiagen, Hilden, Germany) for the purification of mRNA using Oligo (dT) magnetic beads. Purified mRNA was broken into short fragments and used for the cDNA synthesis. Short fragments were purified with a QiaQuick PCR Extraction Kit (Qiagen, Hilden, Germany) and connected with sequencing adapters. The proper products were selected for PCR amplification and cDNA library construction. The library was sequenced using BGISEQ500 (The Beijing Genomics Institute, Beijing, China). After sequencing, the low-quality, adaptor-polluted and high content of unknown base reads were filtered from the raw data. The clean reads were mapped to soybean reference genome (Glycine max Williams82.a2.v1) to predict novel transcripts. Subsequently, the coding novel transcripts were merged to get a complete reference, which was then used for the analysis of differentially expressed genes (DEGs). During the processes, software including HISAT, StringTie, Bowtie2 and RSEM was used to perform genome mapping, reconstruct transcripts, map clean reads to reference and calculate gene expression level, respectively [55,56,57]. Finally, DEseq2 was used to identify DEGs by different treatments with *p* value less than 0.05, and log_2_ Fold change 1 or-1 as the threshold. The transcriptomic data was up-loaded to GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE129320) with number of GSE129320. 

### 2.4. Quantitative Real-Time PCR Analysis

Total RNA was extracted from soybean roots using the RNA-solve reagent (OMEGA Bio-tek, Norcross, GA, USA). After being treated with RNase-free DNase I (Invitrogen, Carlsbad, CA, USA), total RNA was used to synthesize the first-strand cDNA using MMLV-reverse transcriptase (Promega, Madison, WI, USA) following instructions in manuals. The qRT-PCR analysis was conducted using SYBR Green-monitored on a ABI StepOne Plus real-time PCR system (Thermo Fisher Scientific, Waltham, MA, USA). Primer pairs (Table S1) for qRT-PCR were designed. Housekeeping gene *GmEF-1a* (accession no. X56856) was used as an internal control to normalize the expression of corresponding genes in soybean.

### 2.5. Statistical Analysis

All data were analyzed by Student’s t-test using SPSS software (IBM SPSS Statistics, Chicago, IL, USA).

## 3. Results

### 3.1. Effects of Low-pH Stress on Soybean Growth in Soils

Effects of low-pH stress on soybean growth were investigated in soils after 30 days treatment. Results showed that compared to control, soybean root dry weight was decreased by 26% under acid conditions (Figure 1C). Consistently, total root length and root surface area were also significantly decreased by low-pH stress, as reflected by 18% and 17% reduction, respectively (Figure 1G,H). In contrast, no significant differences were observed in shoot dry weight, leaf number, shoot height, branch number and average root diameter between two pH-treatments (Figure 1). The results strongly suggest that soybean roots are more sensitive to low-pH stress than shoots.

### 3.2. Concentration of Mineral Nutrients Affected by Acidity Stress

Concentrations of six mineral macronutrients (i.e., N, P, K, Ca, Mg and S) were separately determined in leaves and roots of soybean grown on soils. It was found that concentrations of the mineral macronutrients were affected by low-pH stress, mainly differing among plant organs and types of mineral nutrients (Figure 2). For N, P, and K, their concentrations in soybean roots were separately decreased by 21%, 38% and 19% by low-pH treatment compared to the control. However, only P concentration was decreased in leaves, while neither N or K concentration in soybean leaves was found to be significantly affected by low-pH stress (Figure 2A–C). Therefore, the results indicate that acidity stress might affect the absorption of K and N, but not their translocation from roots to shoots. 

Concentrations of three other macronutrients (i.e., Ca, Mg and S) were also analyzed in both leaves and roots. Concentrations of Ca and S in both leaves and roots were significantly increased under low-pH conditions (Figure 2D,E). Compared to the control, low-pH treatment increased Ca concentration by 20% in leaves and 35% in roots, respectively (Figure 2D). Similarly, S concentration was increased by 3 folds in leaves and 2 folds in roots, respectively (Figure 2E). However, low-pH led to significant decreases of Mg concertation in leaves, as reflected by 15% reductions, but not in roots (Figure 2F). These results strongly suggest that low pH exhibits different effects of mineral macronutrient acquisition and translocation in soybean. 

Concentrations of five mineral micronutrients, including Fe, Mo, Mn, Zn and Cu, were also determined in soybean leaves and roots at two pH-treatments. It showed that low-pH significantly affected concentrations of Fe, Mo, and Mn, but just slightly influenced the concentrations of Zn and Cu (Figure 2G–K). Under acid conditions, Fe concentration was increased by about 2 folds in both leaves and roots (Figure 2G). Similarly, Mn concentration was increased by about 5 folds in roots by low-pH treatment, whereas, no significant difference was observed in leaves (Figure 2I). In contrast, Mo concentration was significantly reduced under acid conditions, as reflected by 71% decreases in leaves and 64% decreases in roots, respectively (Figure 2H).

### 3.3. Growth and Mineral Nutrient Concentrations in Roots of Soybean Grown in Nutrient Solution

Soybean seedlings were further subjected to hydroponic culture with two pH-treatments (pH 5.8 and pH 4.2) to determine effects of acidity stress on soybean growth and the mineral nutrient concentration in roots. It showed that similar to the results in soil culture, the acidity stress significantly inhibited soybean root growth as indicated by reduced root dry weight and total root length, which were 31% and 19% decreased under acid condition, respectively (Figure S1C,G). However, no significant differences were observed for the shoot dry weight, plant height, leaf number, branch number, root surface area and average root diameter between two pH-treatments (Figure S1). Mineral nutrient concentrations in soybean roots were also measured. Results showed that concentrations of N, P, K and Mo in acid-treated (pH 4.2) soybean roots were 15%, 23%, 28% and 34% less than those of the control (pH 5.8), respectively. In contrast, concentrations of Ca, S and Mn in acid-treated soybean roots were 1.3, 1.5 and 1.9 folds higher than those of control, respectively. These results are similar with that in soil culture. However, no significant differences were observed for concentrations of Fe, Mg, Zn and Cu between two pH-treatments (Figure S2).

### 3.4. Transcriptomic Analysis of Soybean Roots Responding to Acidity Stress

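Soybean seedlings were kept in hydroponic culture for 30 days, with the nutrient solution at pH 5.8 for control roots and at pH 4.2 for acid-treated roots. Each of the 3 replicates per pH held the roots of 2 plants and gave 1 library. The paper names the genotype Huachun 6 and an RNeasy kit for RNA extraction, whereas the sample labels name YC03-3 and a CTAB-PBIOZOL extraction. The authors sequenced the libraries on a BGISEQ-500 instrument, mapped the filtered reads to the soybean genome build Williams82.a2.v1 with HISAT, and rebuilt transcripts with StringTie. They then mapped the reads to the merged reference with Bowtie2 and calculated an expected count and an FPKM value for each gene with RSEM. The deposited values are given for each library separately, and a gene that a library does not list was taken as a count of 0. Expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test after TMM normalization and removal of low counts with filterByExpr. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called a DEG when its adjusted p-value was under 0.05 and its change at least 2-fold. Expression is given as CPM, the counts scaled to TMM effective library sizes, as mean ± SD of the 3 replicates. Each standard error of a log2 fold change was derived as the size of the log2 fold change divided by the square root of its F statistic. Positive log2 fold changes are higher at pH 4.2. An exact permutation test of 3 replicates against 3 gives no p-value below 0.1, so the adjusted p-values rest on the variance that edgeR shares across genes.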

In order to investigate molecular mechanism underlying soybean adaptive strategies, transcriptomic analysis was conducted in soybean roots grown in the nutrient solution at two pH-treatments. For each treatment, three libraries were constructed and produced around 53 million raw reads for each treatment (Table S2). 

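Summed over genes, the expected counts came to between 9137226 and 9335903 per acid-treated library and between 9286525 and 9358750 per control library. The medians were 9161894 and 9333168 counts, and the means differed by -114473 counts (acid-treated minus control, two-sided exact permutation test, p = 0.3). At these depths, 3 counts correspond to between 0.321 and 0.328 CPM, a floor that covers counting error only. The totals are well below the numbers of clean reads that the paper gives, for a reason that was not determined. Depth therefore refers here to the expected counts, not to the reads. The 10 most abundant genes held between 3.58% and 4.85% of the counts of a library.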

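Across genes, which are not independent replicates, Spearman's coefficient between the counts of libraries from the same pH lay between 0.947 and 0.975 over 6 pairs, against 0.933 to 0.967 over the 9 pairs from different pH. The chi-square per degree of freedom between libraries of the same pH ranged from 7.51 to 32.7, so the replicates varied more than the sampling of counts alone would give. TMM factors ranged from 0.972 to 1.03, and edgeR's common dispersion was 0.0908, a biological coefficient of variation of 0.301.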

After excluding the low-quality readings, about 44.8 and 44.5 million clean reads were obtained for libraries of control and acid-treated soybean roots, respectively (Table S2). Total number of transcribed genes in control and acid-treated roots were 66,391 and 65,400, respectively (Table S2). Moreover, transcripts resulted in a total of 41,055 and 40,476 known-genes in control and acid-treated roots, respectively (Table S2).

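The deposited values are per gene, not per transcript. A control library listed 42621 ± 863 genes (SD, n = 3) and an acid-treated library 41857 ± 292 genes (SD, n = 3). With a count of at least 1, 42559 ± 863 genes were detected in control roots and 41791 ± 295.0 in acid-treated roots. The difference of -768 genes was within the replicate spread (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p that 3 libraries against 3 allow). With a count of at least 10, the difference was -380.3 genes (exact permutation test, p = 0.3), and with an FPKM of at least 1 it was -468 genes (exact permutation test, p = 0.2).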

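Known genes carry a Glyma identifier in the files, and the others are genes that the authors predicted from the reads. Each control library listed 41055 ± 678 known and 1566 ± 189 predicted genes (SD, n = 3). Each acid-treated library listed 40476 ± 231 known and 1381 ± 62.1 predicted genes (SD, n = 3). Acid-treated minus control, the differences were -579 and -185 genes (two-sided exact permutation test, p = 0.3 for each, where 0.1 is the smallest that 3 libraries against 3 allow). Over the 6 libraries together, 48667 genes were listed, of which 46419 were known and 2248 predicted.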

The DEGs between control and acid-treated roots were defined as those with at least 2-fold changes in expression, as well as *p* value 0.05. 

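In Table S3, the largest adjusted p-value reported by the authors is 0.0499 and the largest unadjusted p-value is 0.00108. The threshold of 0.05 was therefore applied here to the adjusted p-value, together with the 2-fold limit. Of the 48667 genes listed, 33490 passed the filter on low counts and were tested, and 3957 of these had an unadjusted p-value under 0.05.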

Using the criteria, a total of 974 genes were considered to be differently expressed in soybean roots between two pH-treatments (Table 1 and Table S3). 

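With edgeR's quasi-likelihood test, 187 of the 33490 genes tested were called DEGs, and the 3 acid-treated libraries lay wholly above or below the 3 control libraries in each of them. Table S3 holds 186 of these 187 genes. Of the 974 genes in Table S3, 891 were tested, and each had the paper's direction, an unadjusted p-value under 0.05 and a change of at least 2-fold, with a median adjusted p of 0.0985 from edgeR. The remaining 83 genes were removed by the filter on low counts and so were not tested. The replicates of the pH-treatments did not overlap in 920 of the 974 genes (94.5%). Table S3 was drawn from these same libraries, so its match in direction, p-value and separation was largely fixed beforehand and is no independent support. DESeq2, the tool that the authors used, called 1060 genes at the same limits, 962 of them in Table S3. With the replicate number as a block, edgeR called 61 genes, 59 of them in Table S3. The deviations of same-numbered libraries from their group means had a mean correlation of -0.187 over 3 pairs, and it was negative in each pair, where paired libraries would have a positive one. Leaving out 1 library in turn gave numbers of DEGs from 7 genes without acid replicate 2 to 1122 genes without control replicate 2. With fewer libraries a fit has less power, so fewer calls need not mean smaller changes. In a principal component analysis of log2 CPM, the first component held 42.9% of the variance and the second 22.2%. Control replicate 2 lay at -11.5 on the first component, between acid replicate 1 at -23.1 and control replicate 1 at 60.1.

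**Figure D1:**
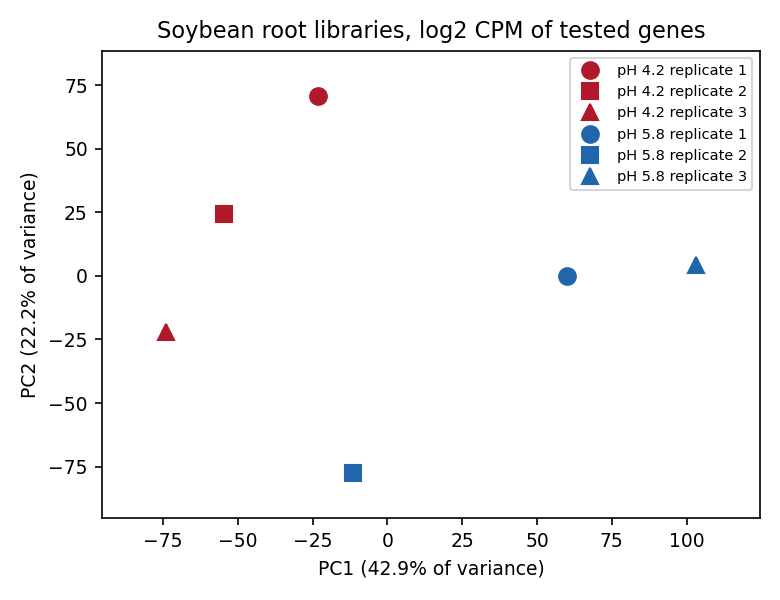
Principal component analysis of log2 CPM of the 33490 genes tested, with the first component on the x axis (42.9% of the variance) and the second on the y axis (22.2%). Each point is 1 library, coloured by pH and shaped by replicate number; the control libraries spread from -11.5 to 103 on the first component and the acid-treated libraries from -74.0 to -23.1.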

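Of the 187 DEGs called with edgeR, 76 were higher and 111 lower in acid-treated roots. With the replicate block, 19 were higher and 42 lower, and with DESeq2 468 were higher and 592 lower. The largest increase among the called genes was that of Glyma.13G203000, described as a MATE efflux family protein FRD3, at 0.601 ± 0.364 CPM in control roots and 87.6 ± 6.00 CPM in acid-treated roots (SD, n = 3; log2 fold change 7.15, standard error 0.38, adjusted p = 0.00106 from edgeR). The largest decrease was that of Glyma.06G103900, described as a sugar transport protein 5-like gene, at 15.8 ± 6.40 CPM in control roots (SD, n = 3) and without a single count in the 3 acid-treated libraries (log2 fold change -10.19, standard error 0.78, adjusted p = 0.00917 from edgeR). Next among the increases were 4 genes, with log2 fold changes of 7.08 for Glyma.13G281200, 6.93 for Glyma.13G281100, 6.91 for Glyma.19G106600 and 6.46 for Glyma.15G264300. RSEM's counts of Glyma.13G281200 and Glyma.13G281100, which share the description of an uncharacterized protein, were not whole numbers in 3 of the 6 libraries, so reads could have been split between them. Among the decreases, a glycinol 4-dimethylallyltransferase-like gene, Glyma.11G210500, followed at -9.58, then Glyma.12G078900 at -8.46, the nitrate transporter gene *GmNRT2.4-1* and the phosphate transporter gene *GmPT1*. Where a group held no count, as for Glyma.06G103900, Glyma.19G106600, Glyma.11G210500 and Glyma.12G078900, the counts give only a lower limit to the size of change. The log2 fold changes of these genes, their standard errors and their ranks are therefore not measured sizes.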

Among them, 419 genes were up-regulated, while 555 genes were down-regulated by low-pH stress (Table 1 and Table S3). 

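The files list GO terms for each gene, and terms of 10 to 500 genes were tested with a one-sided Fisher's exact test among the genes that edgeR tested and that carry a term of that kind. For the 187 DEGs, no term passed a Benjamini-Hochberg adjusted p of 0.05 with this background. At an unadjusted p-value under 0.05, 4 of 122 cellular component terms, 10 of 335 molecular function terms and 2 of 353 biological process terms were over-represented. The smallest adjusted p-value of these tests was 0.0902, for a cellular component term. When only the 76 up-regulated genes entered, the term extracellular region part held 2 of the 23 annotated genes (adjusted p = 0.0313, Fisher's exact test) and a dioxygenase activity term held 3 of 39 (adjusted p = 0.0493, Fisher's exact test). The 111 down-regulated genes gave no GO term past the adjusted threshold and 6, 6 and 3 terms of the respective kinds at an unadjusted p-value under 0.05. With a background of genes with a mean count of at least 50, 1 GO term passed for the DEGs of both directions together. It was the cellular component term plasma membrane, with 7 of 46 annotated DEGs (adjusted p = 0.0192, Fisher's exact test). The broad GO classes of Figure S3 were not analysed here.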

Gene ontology (GO) category analysis showed that 974 DEGs could be divided into 18 biological processes, 14 cellular components, and 11 molecular function terms (Figure S3). The pathway functional enrichment of DEGs showed that most DEGs were predicted to function in the metabolic pathway (Figure S4).

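Beside GO terms, the files give the KEGG orthology term of each gene, but not its pathway, so single orthology terms were tested in the same way. Of 875 terms, 3 were over-represented among the 137 annotated DEGs, against a background of 26012 annotated genes. Large subunit ribosomal protein L9e held 5 DEGs where 0.332 were expected (adjusted p = 0.0181, Fisher's exact test). Fructose-bisphosphate aldolase, class I, held 5 where 0.411 were expected (adjusted p = 0.0256, Fisher's exact test). Cysteamine dioxygenase held 3 of its 17 genes where 0.0895 were expected (adjusted p = 0.0269, Fisher's exact test), and these 3 were all up-regulated. With the DEGs of the replicate block, 2 terms passed, and leaving out 1 library gave between 0 and 27 terms.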

### 3.5. Transcription Factors Involved in Soybean Responses to Acidity Stress

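Table S4 lists 79 transcription factor genes in 20 families, 40 of them up-regulated and 39 down-regulated in the paper's values. In the deposited counts, 69 of the 79 were tested with edgeR, each with the paper's direction, and 10 were removed by the filter on low counts. In 74 of the 79, the acid-treated and the control libraries did not overlap. The paper selected these genes in the same libraries, so direction and separation are no independent support. The adjusted threshold was passed by 12 genes, 4 up-regulated and 8 down-regulated, and by 2 genes with the replicate block. DESeq2 called 78 of them. Among the 12, the largest increase was that of the WRKY40 gene Glyma.14G103100, with a log2 fold change of 4.09 (standard error 0.65). The largest decrease was that of Glyma.07G078600, an ABR1-like ethylene-responsive factor, with a log2 fold change of -4.05 (standard error 0.58, adjusted p = 0.0308 from edgeR).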

A total of 79 DEGs were predicted to encode transcription factors (Figure 3, Tables S4 and S5). 

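Table S4 holds 14 AP2-EREBP genes, the largest of its 20 families, and 10 of them passed the filter on low counts and were tested. Log2 fold changes of these 10 reached 2.98 in the up-regulated genes. The down-regulated ABR1-like gene was the only AP2-EREBP gene called with edgeR, whereas DESeq2 called all 14. The libraries of the pH-treatments did not overlap in 13 of the 14 genes.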

Among them, genes encoding AP2-EREBP transcription factors were the most abundant, with twelve up-regulated and two down-regulated. Other DEGs encoding transcription factors included ten *MYB*s, nine *bHLH*s, eight *WRK*s, seven *GRAS*s, four *G2-likes* and *NAC*s, three *C2H2*s, *HSF*s, *PLATZ*s, and *RWP-RK*s, two *C2C2-Dofs* and *C3H*s, as well as one *MADS*, *LOB*, *TCP*, *ARR-B*, *SBP*, *Trihelix*, *and ZF-HD* (Figure 3 and Table S4). 

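Among the other families, edgeR called 2 of 9 bHLH genes, both down-regulated, 2 of 7 GRAS genes, both down-regulated, and 2 of 8 WRKY genes, 1 in each direction. One up-regulated NAC gene, 1 down-regulated HSF gene and 1 down-regulated RWP-RK gene were also called, as were 2 of 3 C2H2 genes. None of the 10 MYB genes was called, and the smallest adjusted p of the 8 tested was 0.0810 from edgeR, with log2 fold changes from -1.78 to 2.26. All 10 MYB genes were called by DESeq2.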

Among them, two up-regulated *C2H2* genes, Glyma.12G081700 (*GmSTOP2-1*) and Glyma.11G192400 (*GmSTOP2-2*), are *AtSTOP2* homologues. Under low-pH conditions, expression of *GmSTOP2-1* and *GmSTOP2-2* was increased by about 8 and 10 folds, respectively (Table S4). In contrast, one of *MYB* genes, Glyma.02G177800, was predicted to encode a *PHR1-LIKE* (*PHL*) transcription factor, whose expression level was decreased by 83% under acid conditions (Table S4).

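*GmSTOP2-1* was expressed at 0.741 ± 0.470 CPM in control roots and 7.98 ± 1.54 CPM in acid-treated roots (SD, n = 3), a log2 fold change of 3.40 (standard error 0.46, adjusted p = 0.0236 from edgeR). For *GmSTOP2-2* the values were 0.496 ± 0.111 and 7.43 ± 0.683 CPM (SD, n = 3), a log2 fold change of 3.87 (standard error 0.35, adjusted p = 0.00771 from edgeR). These log2 fold changes correspond to 10.6-fold and 14.6-fold. With each library left out in turn, the log2 fold change stayed between 3.05 and 4.01 for *GmSTOP2-1* and between 3.78 and 4.07 for *GmSTOP2-2*, and the adjusted threshold was passed in 2 and 5 of the 6 fits. The replicate block left *GmSTOP2-2* below the threshold (adjusted p = 0.0340 from edgeR) and moved *GmSTOP2-1* above it (adjusted p = 0.0780 from edgeR). Control libraries held at most 12 counts of either gene.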

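The *PHR1-LIKE* gene had 16, 5 and 20 counts in the control libraries and 0, 0 and 1 in the acid-treated libraries. That is 1.45 ± 0.811 CPM in control roots and 0.0371 ± 0.0643 CPM in acid-treated roots (SD, n = 3), where all 3 acid-treated libraries lay below the CPM of 3 counts. The gene was removed by the filter on low counts and so was not tested with edgeR's main setting. DESeq2, run without that filter, gave a log2 fold change of -5.17 (adjusted p = 0.0250 from DESeq2).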

### 3.6. Identification of DEGs Involved in the pH Stat Pathway

A set of DEGs was predicted to be involved in the pH homeostasis process in plant cells, namely pH stat pathway [58]. 

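All 3 pyruvate decarboxylase genes were abundant in roots, with *GmPCD1* (Glyma.13G231700) at 99.5 ± 55.6 CPM in control and 367 ± 67.9 CPM in acid-treated roots (SD, n = 3), a log2 fold change of 1.88 (standard error 0.43, adjusted p = 0.120 from edgeR). *GmPCD2-1* (Glyma.18G204200) and *GmPCD2-2* (Glyma.07G153100) had log2 fold changes of 1.53 and 1.99 (standard errors 0.40 and 0.53, adjusted p = 0.164 and 0.167 from edgeR). The alcohol dehydrogenase genes *GmADH1-1* (Glyma.04G240800) and *GmADH1-3* (Glyma.06G122600) rose by 1.97 and 1.96 on the log2 scale (adjusted p = 0.0909 and 0.116 from edgeR), and *GmADH1-3* reached 1198 ± 169 CPM in acid-treated roots (SD, n = 3). In none of these 5 genes did a control library reach the level of an acid-treated one, yet the controls differed among themselves, as in *GmPCD2-2*, where control replicate 3 held 28.8 CPM and the other controls 123 and 126 CPM.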

The genes included one glutamate dehydrogenases (i.e., *GmGDH1*), two malic enzymes (i.e., *GmME1-1/2*), three pyruvate decarboxylases (i.e., *GmPCD1* and *GmPCD2-1/2*) and four alcohol dehydrogenases (i.e., *GmADH1-1/2/3* and *GmADH4*) (Table 2). 

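The NAD-dependent malic enzyme gene *GmME1-1* (Glyma.09G262900) fell from 13.9 ± 4.15 CPM in control roots to 4.46 ± 0.973 CPM in acid-treated roots (SD, n = 3), a log2 fold change of -1.63 (standard error 0.31, adjusted p = 0.0777 from edgeR). *GmADH4* (Glyma.18G200300) fell from 52.7 ± 21.6 to 19.6 ± 1.73 CPM (SD, n = 3), a log2 fold change of -1.43 (standard error 0.30, adjusted p = 0.0965 from edgeR). Leaving out each library in turn kept both negative, between -1.86 and -1.47 for *GmME1-1* and between -1.68 and -1.08 for *GmADH4*.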

Most of these genes were up-regulated by acidity stress, except for *GmME1-1* and *GmADH4*, whose expression was suppressed by 2.8 and 2.5 times under acid conditions. Among the up-regulated DEGs, transcript level of *GmGDH1*, which was involved in the GABA shunt pathway, was increased by about 3.5 folds (Table 2). Moreover, expression level of *GmME1-2* and *GmADH1-2* was separately increased by about 5.3 and 6.5 folds (Table 2). These results indicate that pH stat pathway is significantly influenced in soybean roots by acidity stress.

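*GmGDH1* (Glyma.16G041200) was expressed at 26.0 ± 6.48 CPM in control roots and 90.4 ± 8.25 CPM in acid-treated roots (SD, n = 3). Its log2 fold change of 1.80 (standard error 0.23) passed the adjusted threshold with edgeR (adjusted p = 0.0223) but not with the replicate block (adjusted p = 0.0865 from edgeR). It was called in 1 of the 6 fits that each left out 1 library, although its log2 fold change stayed between 1.63 and 2.00. Reads of a related gene could be included, since its RSEM counts were not whole numbers in 4 libraries.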

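*GmADH1-2* (Glyma.14G121200) rose from 6.36 ± 2.78 to 44.1 ± 7.71 CPM (SD, n = 3), a log2 fold change of 2.79 (standard error 0.32, adjusted p = 0.0154 from edgeR, and 0.0495 with the replicate block). *GmME1-2* (Glyma.04G086300) rose from 3.10 ± 3.26 to 22.5 ± 10.1 CPM (SD, n = 3), a log2 fold change of 2.86 with a standard error of 0.66 that left it above the adjusted threshold (adjusted p = 0.121 from edgeR). Control replicate 2 held 6.86 CPM of *GmME1-2*, against 1.30 and 1.14 CPM in the other controls.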

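Of the 10 pH stat genes in Table 2, 2 (*GmGDH1* and *GmADH1-2*) were called with edgeR, 1 with the replicate block and all 10 with DESeq2. The acid-treated and control replicates did not overlap in any of the 10 genes, and each had an unadjusted p-value under 0.05 from edgeR. Since the paper chose these genes in the same libraries, neither result is independent support. Adjusted p-values ran from 0.0154 to 0.167 with edgeR. From the increase of 8 of these genes and the decrease of *GmME1-1* and *GmADH4*, the paper proposes that the acidity stress affects the pH stat pathway in soybean roots.

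**Figure D2:**
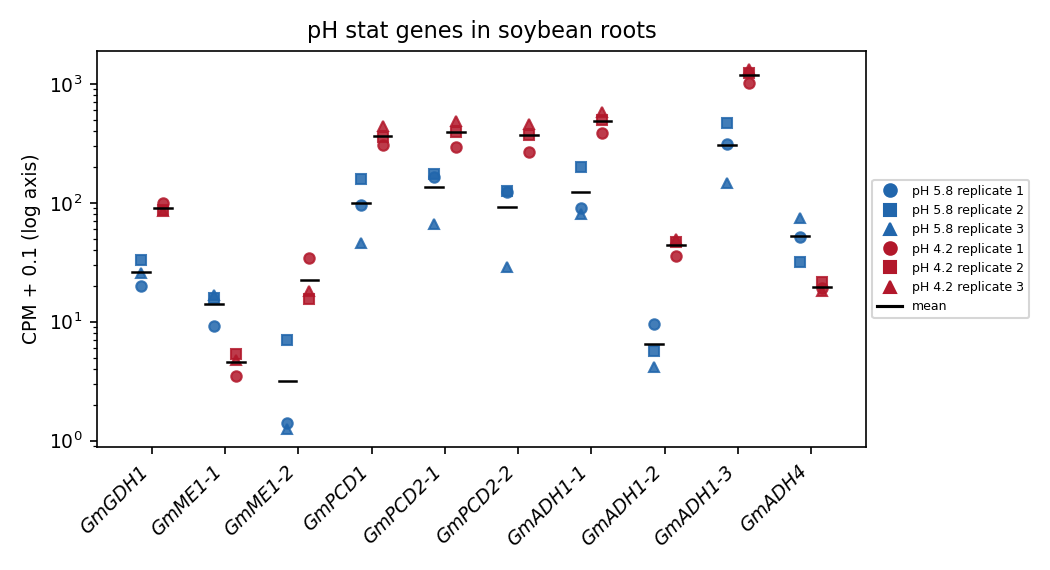
CPM + 0.1 on a log axis for the 10 pH stat genes of Table 2. Each point is 1 library, coloured by pH and shaped by replicate number, and the lines are the means of 3 libraries; no control library of *GmADH1-2* exceeds 9.44 CPM and no acid-treated library falls below 35.3 CPM.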

### 3.7. DEGs Participated in Mineral Nutrients Acquisition and Translocation

A total of thirty-eight DEGs were found to be related to mineral nutrients acquisition and translocation, of which twenty-nine genes were down-regulated and nine genes were up-regulated (Table 3 and Table S5). These DEGs encoded two ammonium transporters (*GmAMT1/2*), eight nitrate transporters (*GmNPF7.3-1/2*, *GmNRT2*, *GmNRT2.4-1/2*, *GmNRT2.5*, *GmNPF3.1/4.6*), five phosphate transporters (*GmPT1/3/4/7/13*), six putative potassium transporters (*GmHKT1*, *GmKUP3/6*, *GmTPK5*, *GmSKOR*, *GmKT2*), eight sulfate transporters (*GmSULRT2.1-1/2/3*, *GmSULRT3.1-1/2/3*, *GmSULRT3.5-1/2*), four zinc transporters (*GmZIP1/2*, *GmZIP11-1/2*) and five heavy mental transporters (*GmMTP1-1/2*, *GmNramp5*, *GmIRT1*, *GmVIT2.1*). 

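For the 38 genes of Table 3, edgeR tested 37, of which 9 were higher and 28 lower in acid-treated roots, and *GmIRT1* had too few counts. The adjusted threshold was passed by 11 genes, 2 up-regulated and 9 down-regulated. DESeq2 called 38 and the replicate block 6. All 37 genes tested had an unadjusted p-value under 0.05, and adjusted p-values lay between 0.00122 and 0.255 with edgeR. The replicates of the pH-treatments overlapped in 1 of the 38 genes, *GmNPF7.3-2*. Genes of Table 3 were selected in these same libraries, so their directions, unadjusted p-values and separation are no independent support.

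**Figure D3:**
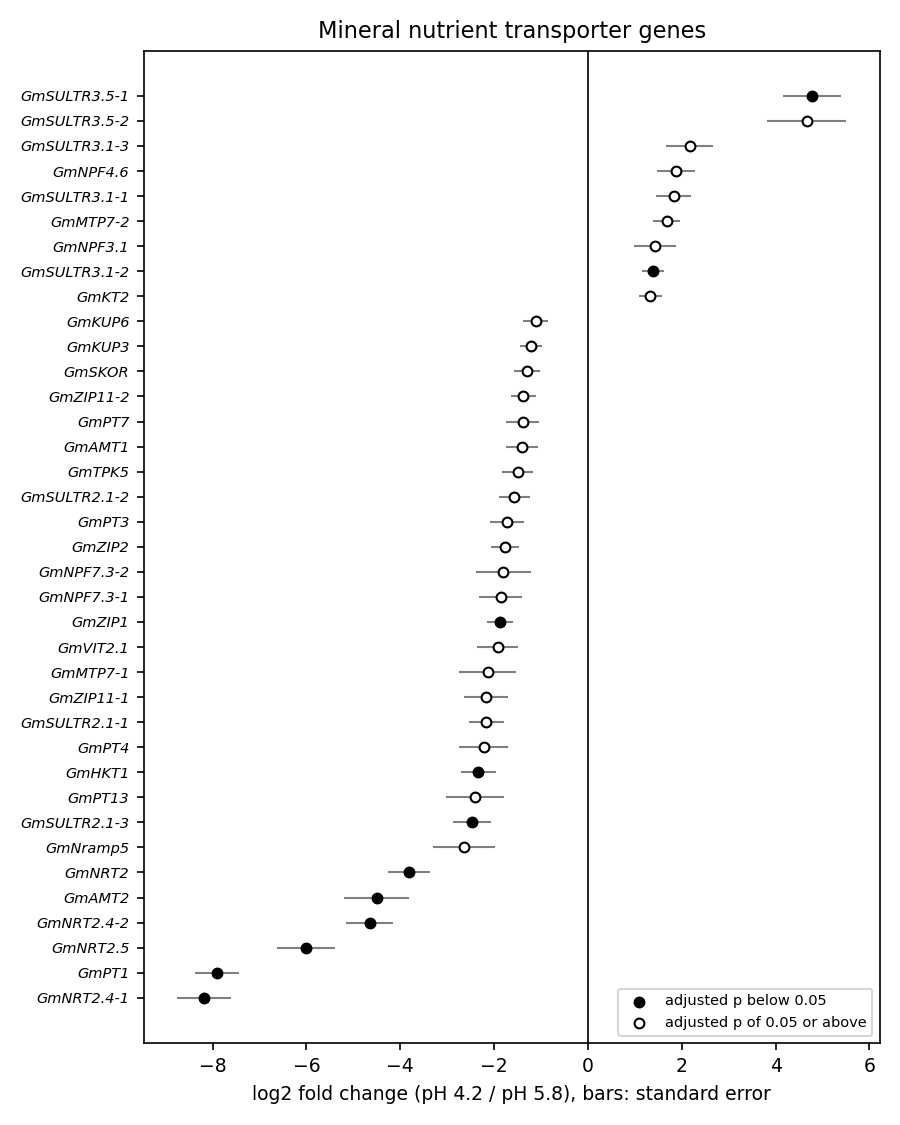
Log2 fold change (pH 4.2 over pH 5.8) from edgeR for the 37 transporter genes of Table 3 that were tested, with bars for the standard error. Filled points are the 11 genes with an adjusted p under 0.05, which run from -8.18 for *GmNRT2.4-1* to 4.78 for *GmSULTR3.5-1*.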

Among them, all *GmAMTs*, *GmPTs*, *GmKUPs, and GmZIPs*, together with *GmIRT1*, *GmNramp5*, *GmVIT2.1*, *GmSKOR*, *GmTPK5* and *GmHKT1*, were significantly down-regulated in soybean roots by low-pH treatments (Table 3). 

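*GmAMT2* (Glyma.01G123400) fell from 9.37 ± 5.36 to 0.397 ± 0.299 CPM (SD, n = 3), a log2 fold change of -4.50 (standard error 0.69, adjusted p = 0.0382 from edgeR), which the replicate block did not keep under the threshold (adjusted p = 0.126 from edgeR). *GmAMT1* (Glyma.10G132300) fell by 1.40 on the log2 scale (adjusted p = 0.141 from edgeR). Among the 5 phosphate transporter genes, *GmPT1* (Glyma.02G005800) dropped from 74.0 ± 27.1 CPM in control roots to 0.295 ± 0.131 CPM in acid-treated roots (SD, n = 3), with 2, 2 and 4 counts in the acid-treated libraries. Its log2 fold change of -7.91 (standard error 0.47, adjusted p = 0.00122 from edgeR) was called in all 6 fits that each left out 1 library. The other phosphate transporter genes had log2 fold changes from -2.41 for *GmPT13* to -1.39 for *GmPT7*, with *GmPT4* at -2.22 and *GmPT3* at -1.73, and adjusted p-values from 0.0958 to 0.154 (edgeR). Of the K transporter genes, *GmHKT1* (Glyma.12G133400) was called (log2 fold change -2.33, standard error 0.37, adjusted p = 0.0428 from edgeR). *GmKUP3*, *GmKUP6*, *GmTPK5* and *GmSKOR* lay between -1.50 and -1.12 on the log2 scale (adjusted p from 0.0896 to 0.120, edgeR). *GmKT2* (Glyma.06G143800) alone of these was higher in acid-treated roots, with a log2 fold change of 1.33 (standard error 0.24, adjusted p = 0.0652 from edgeR).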

However, members of *GmNRT/NPF*, *GmSULTR* and *GmMTP* family were found either down-regulated or up-regulated by acidity stress (Table 3). It showed that for eight *GmNRT* members, transcripts of six members were down-regulated, while two were up-regulated (Table 3). 

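Of the MTP genes that Table 3 lists as *GmMTP7-1* and *GmMTP7-2*, Glyma.09G122600 fell by 2.14 on the log2 scale (standard error 0.60, adjusted p = 0.195 from edgeR). The other, Glyma.08G164800, rose by 1.68 (standard error 0.29, adjusted p = 0.0532 from edgeR), from 7.54 ± 1.85 to 24.3 ± 6.73 CPM (SD, n = 3). Neither passed the adjusted threshold.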

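The up-regulated members were *GmNPF3.1* (Glyma.03G122500), with a log2 fold change of 1.43 (standard error 0.44, adjusted p = 0.231 from edgeR), and *GmNPF4.6* (Glyma.18G126500), with 1.89 (standard error 0.41, adjusted p = 0.0989 from edgeR). Acid-treated libraries held 98.3 ± 2.71 CPM of *GmNPF3.1* (SD, n = 3), and control libraries held 13.5, 58.4 and 37.6 CPM. *GmNPF7.3-1* and *GmNPF7.3-2* (Glyma.05G070600 and Glyma.17G153300) changed by -1.86 and -1.81 on the log2 scale (adjusted p = 0.146 and 0.255 from edgeR). For *GmNPF7.3-2* the change did not exceed the replicate spread, because control replicate 1 held 20.4 CPM and acid replicate 3 held 24.2 CPM (two-sided exact permutation test, p = 0.2).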

Among the six down-regulated *GmNRT* members, four members (i.e., *GmNRT2.5*, *GmNRT2.4-1*, *GmNRT2.4-2 and GmNRT2*) belonged to the high affinity nitrate transporter, and two (i.e., *GmNPF7.3-1* and *GmNPF7.3-2*) belonged to the dual-affinity nitrate transporter. Similarly, for *SULTR* family, all of three *SULTR2* members, including *GmSULTR2.1-1/2/3*, were down-regulated. In contrast, all of five *SULTR3* members, including three *GmSULTR3.1* members (i.e., *GmSULTR3.1-1/2/3*) and two *GmSULTR3.5* members (i.e., *GmSULTR3.5-1/2*) were up-regulated under acid conditions (Table 3). 

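All 4 high-affinity nitrate transporter genes were called with edgeR, with and without the replicate block. *GmNRT2.4-1* (Glyma.12G176900) went from 227 ± 114 to 0.766 ± 0.273 CPM (SD, n = 3), the lowest log2 fold change of Table 3 at -8.18 (standard error 0.57, adjusted p = 0.00248 from edgeR). *GmNRT2.5* (Glyma.18G141900) had a log2 fold change of -6.00 (standard error 0.61, adjusted p = 0.00917 from edgeR), from 146 ± 91.2 to 2.26 ± 0.715 CPM (SD, n = 3). The most abundant, *GmNRT2.4-2* (Glyma.11G195200), went from 919 ± 471 to 36.5 ± 6.94 CPM (SD, n = 3; log2 fold change -4.65, adjusted p = 0.00990 from edgeR). *GmNRT2* (Glyma.13G323800) went from 611 ± 255 to 43.6 ± 13.2 CPM (SD, n = 3; log2 fold change -3.81, adjusted p = 0.0159 from edgeR). *GmNRT2.4-1* was called in all 6 fits without 1 library, *GmNRT2.5* and *GmNRT2* in 4 and *GmNRT2.4-2* in 3.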

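*GmSULTR2.1-3* (Glyma.18G019000) fell from 14.1 ± 6.17 to 2.53 ± 0.401 CPM (SD, n = 3), a log2 fold change of -2.47 (standard error 0.40, adjusted p = 0.0432 from edgeR, and 0.0837 with the replicate block). *GmSULTR2.1-1* (Glyma.11G238400) and *GmSULTR2.1-2* (Glyma.08G138600) had log2 fold changes of -2.17 and -1.57, above the adjusted threshold (adjusted p = 0.0532 and 0.0962 from edgeR). Each of the 3 stayed at or below -1.33 on the log2 scale whichever library was left out.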

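*GmSULTR3.5-1* (Glyma.09G188700) had 1, 5 and 1 counts in the control libraries and rose from 0.250 ± 0.248 to 7.19 ± 2.69 CPM (SD, n = 3), a log2 fold change of 4.78 (standard error 0.61, adjusted p = 0.0205 from edgeR). *GmSULTR3.1-2* (Glyma.02G145100) was also called, with a log2 fold change of 1.39 (standard error 0.23, adjusted p = 0.0445 from edgeR), but not with the replicate block (adjusted p = 0.165 from edgeR). *GmSULTR3.5-2* (Glyma.07G088200) rose from 2.21 ± 3.03 to 56.1 ± 17.8 CPM (SD, n = 3), a log2 fold change of 4.66 (standard error 0.85, adjusted p = 0.0657 from edgeR). Its control libraries held 1, 53 and 8 counts, and the log2 fold change was 6.84 without control replicate 2. The most abundant, *GmSULTR3.1-3* (Glyma.03G156700), reached 166 ± 9.06 CPM in acid-treated roots (SD, n = 3; log2 fold change 2.17, adjusted p = 0.120 from edgeR), and *GmSULTR3.1-1* (Glyma.19G159000) had a log2 fold change of 1.83 (adjusted p = 0.0950 from edgeR).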

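The number of transporter genes called depended on the libraries used, from 2 without acid replicate 1 or 2 to 30 without control replicate 2. Each of these fits had fewer libraries, so lost calls can come from lower power alone, whereas the rise came despite it. Standard errors of the 37 log2 fold changes lay between 0.23 and 0.85. None of the 37 changed direction in any of the fits that left out 1 library.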

Identification of DEGs associated with mineral nutrients acquisition and translocation strongly indicates that changes of mineral nutrient concentrations in soybean leaves and roots might be regulated by these DEGs under low-pH conditions.

### 3.8. Transcripts Analysis of DEGs Involved in Nutrients Transportation Using qRT-PCR

To confirm transcriptome results, qRT-PCR analysis was further conducted to investigate the expression of sets of DEGs involved in mineral nutrient acquisition and translocation, including twenty-four down-regulated and four up-regulated genes. Results showed a significant correlation presented between transcriptome and qRT-PCR analyses (r = 0.713, *p* < 0.01) (Figure 4 and Figure S5). Among down-regulated genes, it was observed that expression of *GmNRT2.4-1* and *GmNRT2* was decreased by 19-and 8-folds, respectively (Figure 4). For the four up-regulated genes (i.e., *GmSULTR3.1-1/2* and *GmSULTR3.5-1/2*), fold changes of their expression ranged from 1.7 to 7.4 (Figure 4).

## 4. Discussion

Low pH is a major constraint on crop productivity in the world’s acid soil regions [2]. It has been documented that low soil pH not only limits nutrient availability, but also increases metal toxicity underground [21,59]. This poor growth condition leads to yield losses of more than 50% in grain crops [10]. So far, most studies have been focusing on plant growth limitations caused by P deficiency, or metal toxicities (i.e., Al and Mn) in acid soils [2,60]. However, the adverse effects of acidity stress alone, which is equally considered as a limiting factor for plant growth in acid soils, are often less emphasized [33,61]. In the study, effects of low-pH on soybean growth and its mineral nutrient homeostasis were investigated. Subsequently, transcriptomic analyses in soybean roots were conducted to shed light on molecular mechanisms underlying adaptation of soybean to acidity stress, especially mineral nutrients acquisition and translocation.

It showed that after the acid treatment, soybean root growth was significantly inhibited, as indicated by reduced root dry weight and total root length in both soil and hydroponic cultures (Figure 1 and Figure S1). This is consistent with previous reports in Arabidopsis, field beans (*Vicia faba*), corn (*Zea mays*) and lotus, in which significant decreases of root growth were found to be the main symptoms of proton toxicity [12,13,14,15,62]. Since mineral nutrients are mainly taken up by roots, it is generally assumed that mineral nutrient acquisition and translocation must be severely inhibited in plants under low-pH conditions. However, the present results showed that most essential mineral nutrients in soybean leaves and roots were differentially accumulated and tightly dependent on soybean organs and mineral nutrient types (Figure 2 and Figure S2). For examples, the N, P, K, and Mo concentrations in soybean roots were decreased, while concentrations of Ca, S, Fe and Mn were increased under acid conditions in soil culture (Figure 2). In the hydroponic culture, similar results were also observed in soybean roots, except for Fe concentration, which was slightly increased but not significant (Figure S2). Other study of Erica also showed that acidity stress significantly affected the Mg and Mn concentrations in leaves, S, B and Fe concentrations in stems, and Ca, P, Fe, Cu and Zn concentrations in roots [25]. Thus, these results strongly suggested that the capability of mineral nutrients acquisition and translocation in plants could be influenced by proton toxicity.

To understand the molecular mechanisms underlying genes regulation in soybean responses to acidity stress, the transcriptome assay of soybean roots was conducted. It showed that long-term acidity stress mainly affects the expression of genes function in metabolic pathways (Figure S4). Moreover, a proportion of low-pH up-regulated genes are categorized as pathogen response genes, including genes involved in glycollins biosynthesis, such as *C4H* (Glyma.20G114200), *CHR* (Glyma.02G307300), *G4DT* (Glyma.10G295300) and genes involved in SAR, such as *DIR1* (Glyma.11G120400), *WRKY40* (Glyma.14G103100), *RLP32* (Glyma.16G169500), etc. 

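The *C4H* gene rose from 3.68 ± 1.57 to 71.4 ± 33.8 CPM (SD, n = 3), a log2 fold change of 4.27 (standard error 0.45, adjusted p = 0.00953 from edgeR), and was called in 5 of the 6 fits that each left out 1 library. *WRKY40* passed the threshold as well (adjusted p = 0.0406 from edgeR), with 2, 4 and 1 counts in the control libraries and 60, 41 and 20 in the acid-treated libraries, but it was called in 2 of those 6 fits and not with the replicate block (adjusted p = 0.0734 from edgeR). *CHR* had a log2 fold change of 1.69 (standard error 0.57, adjusted p = 0.279 from edgeR), and its RSEM counts were not whole numbers in any library, so reads could have been split with a related gene. *DIR1* had 1.16 (standard error 0.35, adjusted p = 0.219 from edgeR). *RLP32*, at most 12.4 counts in a library, had 3.06 (standard error 0.73, adjusted p = 0.135 from edgeR). *G4DT* rose in all 3 acid-treated libraries, but to 388, 62.3 and 9.13 CPM, from 3.31 ± 0.518 CPM in control roots (SD, n = 3), so the log2 fold change of 5.53 had a standard error of 1.22 (adjusted p = 0.107 from edgeR). Acid replicate 1 was also the highest for *C4H* (110.5 CPM against 51.8 and 52.0) and *CHR* (335 CPM against 95.2 and 92.0), and the lowest for *DIR1* (160.1 CPM against 276 and 309).

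**Figure D4:**
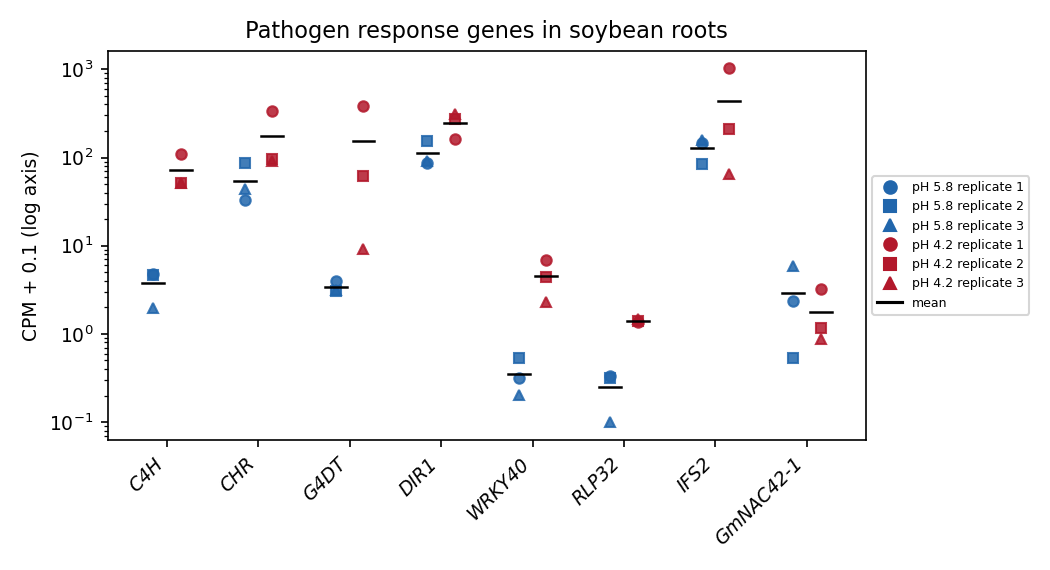
CPM + 0.1 on a log axis for the 6 pathogen response genes and for *IFS2* and *GmNAC42-1*. Each point is 1 library, coloured by pH and shaped by replicate number, and the lines are the means of 3 libraries; *G4DT* in acid-treated roots spans 9.13 to 388 CPM.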

(Table S3). This is consistent with the recent report that these genes were up-regulated in soybean variety Harosoy 63 after a 9-day pH3.0 treatment [35]. Therefore, it suggests that overlays between acidity-stress responses and pathogen responses are conserved in soybean.

Moreover, a total of thirty-eight DEGs associated with nutrient acquisition and transportation were identified, indicating that acid-responsive mineral nutrient homeostasis in soybean might be affected by the regulation of DEGs encoding mineral nutrient transporters (Table 3). 

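By nutrient, edgeR called 5 of the 10 N transporter genes, 1 of the 5 phosphate transporter genes, 1 of the 6 K transporter genes, 3 of the 8 sulfate transporter genes and 1 of the 9 metal transporter genes, of which 8 were tested. The 6 genes called with the replicate block were the 4 *GmNRT2* genes, *GmPT1* and *GmSULTR3.5-1*. The paper also measured some transporter genes by qRT-PCR in other plants of the same replicates, and reports a significant correlation with the transcriptome. From these results and mineral concentrations of other plants, it proposes that regulation of the transporter genes may take part in nutrient homeostasis at low pH. Its text gives leaf concentrations for soil culture, and root concentrations for soil and hydroponic culture.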

For example, ten DEGs were identified to be involved in N transportation, including two AMTs, four NPFs and four NRTs (Table 3). It has been well documented that AMT1 and AMT2 proteins play critical roles in ammonium uptake and root-to-shoot translocation, respectively [30,63,64,65,66,67]. Moreover, NPF and NRT2 are two major transporter families for NO_3_^−^ absorption and transportation in plant species [68,69,70,71]. Our results showed that except for *GmNPF3.1* and *GmNPF4.6*, all the other eight DEGs encoding NO_3_^−^ transporters were significantly down-regulated, which exhibited a positive correlation with the reduced N concentration in low-pH-treated soybean roots (Figure 2 and Table 3). Similar results were also found for P and K concentrations and expression of their corresponding transporter genes. It showed that P and K concentrations were significantly decreased in acid-treated soybean roots (Figure 2). Meanwhile, all five Pi transporter genes (i.e., *GmPT1/3/4/7/13*) and five K transporter genes (i.e., *GmHKT1*, *GmKUP3/6*, *GmTPK5*, *GmSKOR*) were also down-regulated by acid-treatment (Table 3). Although functions of most Pi transporter and K transporter genes remain largely unknown in soybean, five *GmPT*s were suggested to encode high-affinity Pi transporters through complementary experiments in yeasts [72]. Meanwhile, the homologues of *HKT*, *KUP*, *TPK,* and *SKOR* have been demonstrated to function in K^+^ absorption or translocation in other plant species [73,74,75,76]. Therefore, it is suggested that down-regulated expression of DEGs involved in N, P, and K transportation might play important roles in mediating N, P, and K homeostasis in soybean under acid conditions.

In addition, eight *GmSULTR* genes were identified in the transcriptome assay, which were classified into *GmSULTR2* and *GmSULTR3* sub-groups [77] (Table 3). Transcripts of all three *GmSULTR2*s were down-regulated by acid treatments (Figure 4 and Table 3). Phylogenetic analysis showed that three GmSULTR2 members shared high similarity with SHST1, a putative sulfate transporter in Stylosanthes hamata that also could transport Mo [78]. Therefore, it was suggested that suppressed expression of *GmSULTR2* genes might be responsible for the decreased Mo concentration in the acid-treated soybean roots (Figure 2). In contrast, five *GmSULTR3* genes were all up-regulated by acid-treatments (Table 3). The phylogenetic analysis showed high similarity between GmSULTR3.1/5 and AtSULTR3;1/5 in Arabidopsis (Figure S6). It has been suggested that *AtSULTR3;1* was responsible for sulfate transportation into chloroplasts [79], while *AtSULTR3;5* was involved in root-to-shoot sulfate transportation and sulfate translocation within developing seeds [80,81]. Taken together with the increased sulfate accumulation in soybean plants under acid conditions (Figure 2 and Figure S2), it was indicated that up-regulated GmSULTR3 genes might play roles in the translocation or compartmentalization of excessive sulfate in roots.

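The zinc transporter gene *GmZIP1* (Glyma.13G004400) fell from 183 ± 40.2 to 50.1 ± 11.3 CPM (SD, n = 3), a log2 fold change of -1.87 (standard error 0.28, adjusted p = 0.0331 from edgeR, and 0.137 with the replicate block). *GmZIP2* (Glyma.13G338300) fell by 1.76 on the log2 scale (adjusted p = 0.0508 from edgeR), *GmZIP11-1* (Glyma.08G328000) decreased by 2.17 (adjusted p = 0.0989 from edgeR) and *GmZIP11-2* (Glyma.15G036200) decreased by 1.38 (adjusted p = 0.0782 from edgeR). *GmNramp5* (Glyma.06G115800) had a larger change of -2.64, but its control libraries held 154, 63.1 and 364 CPM and the standard error was 0.67 (adjusted p = 0.152 from edgeR). For *GmVIT2.1* (Glyma.05G121300) the log2 fold change was -1.92 (standard error 0.44, adjusted p = 0.118 from edgeR). *GmIRT1* (Glyma.07G223200), at 14, 6 and 16.1 counts in control libraries and 0, 0 and 1 in acid-treated libraries, was not tested with edgeR's main setting, and DESeq2 gave it a log2 fold change of -4.98 (adjusted p = 0.0344 from DESeq2).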

Several metal transporter genes, including *GmZIP1/2*, *GmZIP11-1/2*, *GmNramp5* and *GmMTP7-1/2*, were found to exhibit differential expression patterns under acid conditions. The homologues of ZIP and Nramp5 in other plant species have been suggested to mediate Mn uptake and/or translocation [82,83,84,85,86]. Meanwhile, phylogenetic analysis showed that GmMTP7-1/2 shared high similarity with Mn-CDF MTP proteins in rice and Arabidopsis (Figure S7), which function in Mn acquisition and translocation [87,88]. Combining the higher Mn concentration in acid-treated soybean roots (Figure 2 and Figure S2), it therefore suggests that suppressed expression of DEGs involving in Mn transportation might play roles in reducing Mn content in soybean roots under acid conditions.

Besides the DEGs involving in nutrient transportation, ten DEGs were identified to be associated with plant pH stat pathways (Table 2). One of these pH stat pathways is the biochemical pH stat pathway, which plays important role in the H^+^ consumption, and consists of alcohol dehydrogenase, malic enzyme and pyruvate decarboxylase [58,89,90]. The other pH stat pathway is the GABA shunt pathway, which consists of GDH, GAD, and GABA-T and also contributes greatly to the H^+^ homeostasis in plant cells [58,91,92]. Expression of genes involving in these two pH-stat pathways was significantly suppressed in Arabidopsis stop1 mutants, strongly suggesting that they play important roles in Arabidopsis low-pH-tolerance [35]. In the present study, GmGDH1 in the GABA shunt pathway, and several other genes (i.e., *GmME1-1*, *GmPCD1*, *GmPCD2-1/2*, *GmADH1-1/2/3*) in the other biochemical pH stat pathway were significantly up-regulated under acid conditions (Table 2). Taken together, our results suggested that genes involving in pH-stat pathways could contribute greatly to the low-pH tolerance in soybean. The functions of DEGs associated with pH-stat pathways merit further characterization.

Finally, the identification of 79 transcription factors responding to low-pH treatment further shed light on the complex regulatory networks in soybean root responses to acidity stress (Table S4). It was recently reported that a NAC family transcription factor *GmNAC42-1* (Glyma.02G284300), together with its down-stream genes *IFS2* (Glyma.13G173500) and *G4DT* (Glyma.10G295300) was significantly up-regulated by 9-day low-pH treatment, indicating a regulatory link between the acidity and pathogen responses in soybean [35]. However, our transcripteomic data showed that the expression of *GmNAC42-1* and *IFS2* was no affected, while *G4DT* was up-regulated by the long-term acidity stress (30day) (Tables S3 and S4). Therefore, it indicates that there are might be other regulatory pathways involved in the pathogen responses under the long-term acid condition. Moreover, a *PHR1-LIKE1* (*GmPHL1*) was down-regulated under acid conditions (Table S4). 

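*GmNAC42-1* was detected at 2.81 ± 2.69 CPM in control roots and 1.67 ± 1.31 CPM in acid-treated roots (SD, n = 3), a log2 fold change of -0.75 (standard error 0.84, adjusted p = 0.774 from edgeR). Its sign changed without control replicate 3, to 0.31. *IFS2* was at 129 ± 40.0 CPM in control roots, and at 1023, 211 and 65.8 CPM in the acid-treated libraries, a log2 fold change of 1.75 (standard error 0.84, adjusted p = 0.477 from edgeR). The libraries of the pH-treatments overlapped for *IFS2* (two-sided exact permutation test, p = 0.5). Without acid replicate 1, the log2 fold change of *IFS2* was 0.11 and that of *G4DT* 3.43.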

Although the function of *GmPHL1* remains largely unknown in soybean, homologue of *PHL1* in Arabidopsis is suggested to be closely related to *PHR1* and act redundantly to regulate plant responses to Pi starvation [93]. It thus suggests that *GmPHL1* might be involved in Pi homeostasis in response to acidity stress in soybean roots. Moreover, expression levels of two C2H2 transcription factors, *GmSTOP2*s, were up-regulated by acidity stress in soybean (Table S4). Since it is well known that *AtSTOP2* in Arabidopsis partially confers low pH-tolerance by recovering expression of genes regulated by *AtSTOP1* [94], our results indicate that *GmSTOP2* genes might play important roles in soybean acid tolerance.

Overall, the present study showed that long-term acidity stress significantly inhibited soybean root growth and remarkably affected soybean mineral nutrients accumulation. Consistently, our transcriptome and qRT-PCR analyses showed that a set of DEGs might play important roles in mediating mineral nutrient homeostasis in soybean responses to acidity stress. Moreover, identification of DEGs associated with pH stat pathway strongly suggested that maintaining pH stat is one adaptive strategy of soybean responses to acidity stress. Taken together, the results herein provided new insights into physiological and molecular mechanisms underlying soybean adaptation to acidity stress.

## Figures and Tables

**Figure 1:**
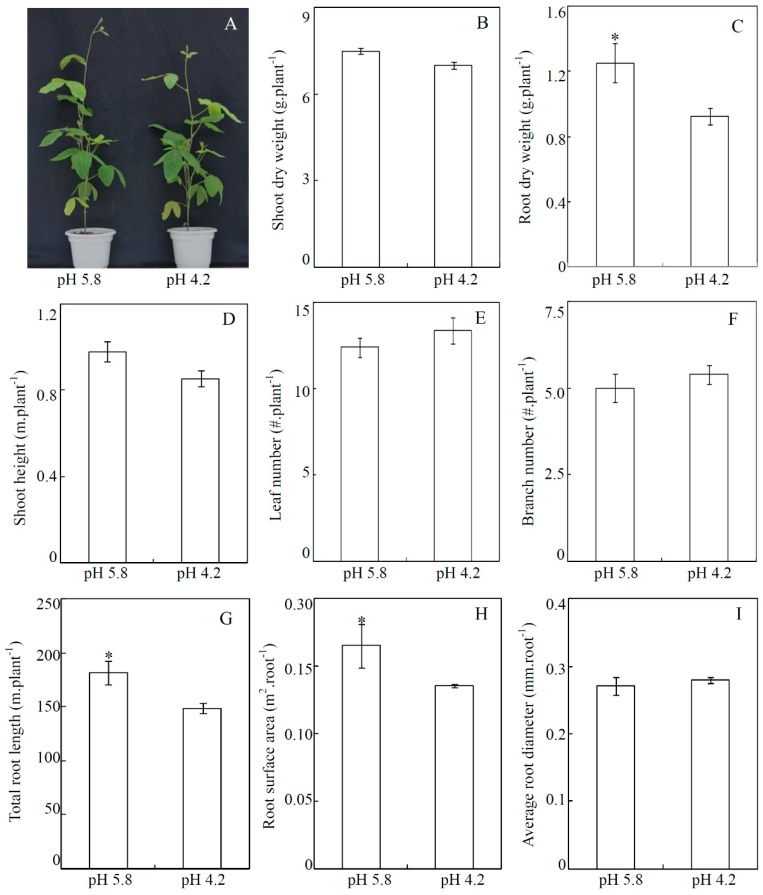
Effects of low-pH stress on soybean growth in soil culture. (**A**) Phenotype of soybean plants at two pH-treatments; (**B**) Shoot dry weight; (**C**) Root dry weight; (**D**) Shoot height; (**E**) Leaf number; (**F**) Branch number; (**G**) Total root length; (**H**) Root surface area; (**I**) Average root diameter. Data in figures are means of five replicates with standard error bars. Asterisks indicate significant difference between pH 5.8 and pH 4.2 treatments in the Student’s *t*-test (*: *p* < 0.05).

**Figure 2:**
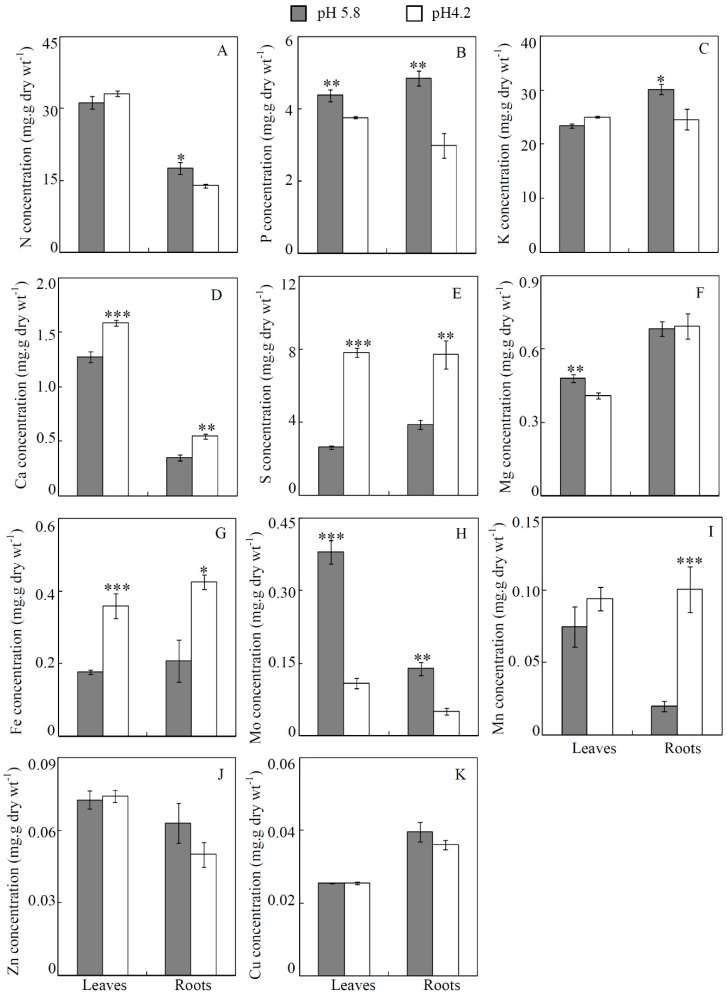
Concentration of mineral nutrients in leaves and roots of soybean plants subjected to two pH-treatments in soil culture. (**A**) N concentration; (**B**) P concentration; (**C**) K concentration t; (**D**) Ca concentration; (**E**) S concentration; (**F**) Mg concentration; (**G**) Fe concentration; (**H**) Mo concentration; (**I**) Mn concentration; (**J**) Zn concentration; (**K**) Cu concentration. Data in figures are means of five replicates with standard error bars. Asterisks indicate significant difference between pH 5.8 and pH 4.2 treatments in the Student’s t-test (*: *p* < 0.05; **: 0.001 < *p* < 0.05; ***: *p* < 0.001).

**Figure 3:**
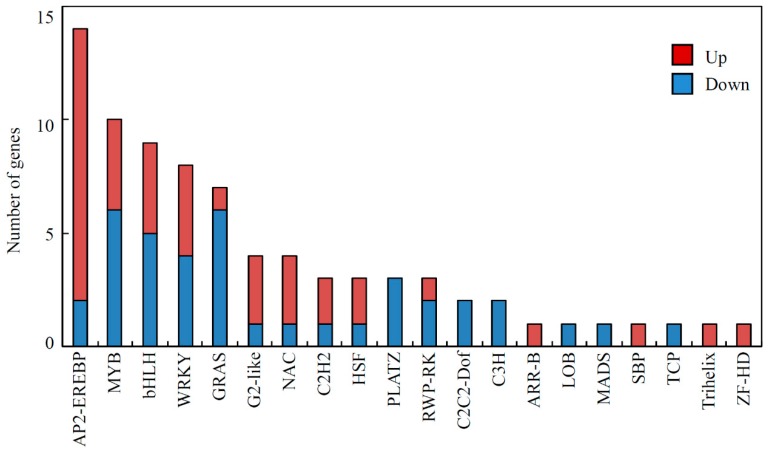
Differentially expressed genes (DEGs) associated with transcription factors in soybean roots.

**Figure 4:**
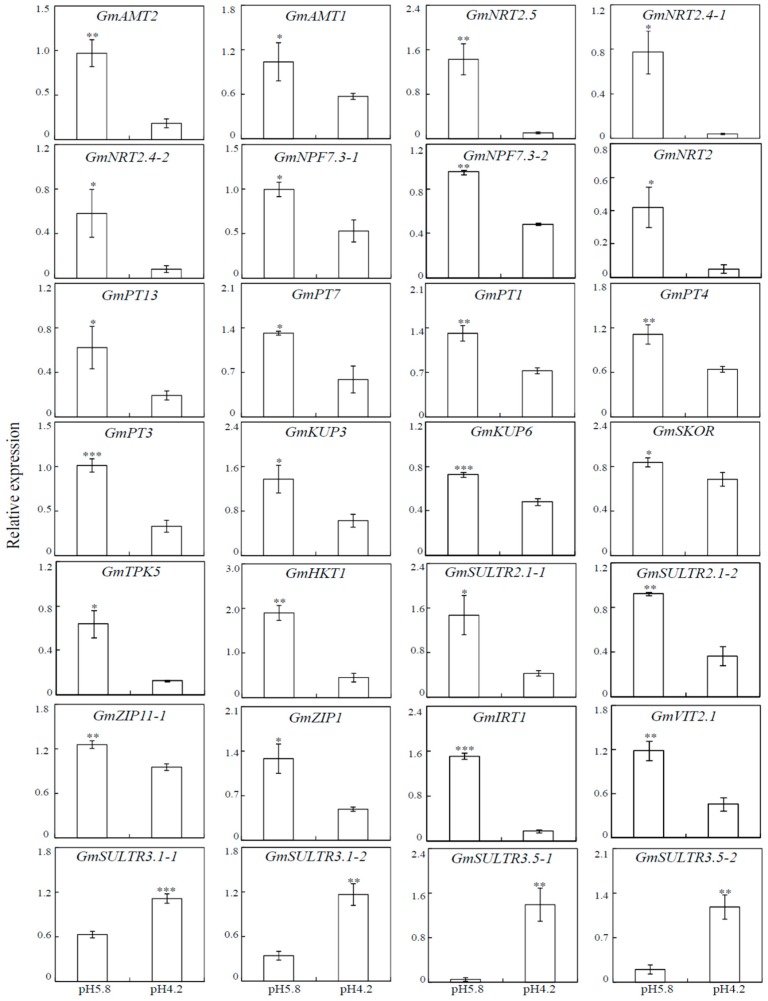
qRT-PCR analysis of DEGs transcription in soybean roots. Data in the figure are means of three replicates with standard error bars. Asterisks indicate significant difference between pH 5.8 and pH 4.2 treatments in the Student’s t-test (*: *p* < 0.05; **:0.001 < *p* < 0.05; ***: *p* < 0.001).

**Table 1:** Gene number identified in soybean roots with two pH-treatments.

	Total Expressed Genes	Up-Regulated Genes	Down-Regulated Genes
pH 5.8	42,621		
pH 4.2	41,857		
DEGs *	974	419	555

* DEGs: Differentially expressed genes between control (pH 5.8) and acid-treated (pH 4.2) soybean roots.

**Table 2:** DEGs related to pH stat pathway in soybean roots.

Number	Gene ID	Expression Level at pH 5.8	Expression Level at pH 4.2	Log_2_ Fold Change (pH 4.2/pH 5.8)	*p* Value	Description	Gene Name
1	Glyma.16G041200	243.18	823.46	1.8	8.49 × 10^−12^	glutamate dehydrogenase 1	*GmGDH1*
2	Glyma.09G262900	122.93	43.47	−1.5	2.20×10^−^^5^	NAD-dependent malic enzyme	*GmME1-1*
3	Glyma.04G086300	37.51	198.71	2.4	2.91×10^−^^6^	NAD-dependent malic enzyme	*GmME1-2*
4	Glyma.13G231700	972.9	3302.8	1.8	1.74×10^−^^6^	pyruvate decarboxylase 1	*GmPCD1*
5	Glyma.18G204200	1282.4	3518.3	1.5	2.88×10^−^^5^	pyruvate decarboxylase 2	*GmPCD2-1*
6	Glyma.07G153100	934.5	3283.6	1.8	1.57×10^−^^5^	pyruvate decarboxylase 2	*GmPCD2-2*
7	Glyma.04G240800	1201.0	4375.6	1.9	5.47×10^−^^8^	alcohol dehydrogenase 1	*GmADH1-1*
8	Glyma.14G121200	63.3	399.0	2.7	5.31×10^−^^16^	alcohol dehydrogenase 1-like	*GmADH1-2*
9	Glyma.06G122600	3010.3	10795.3	1.8	2.14×10^−^^7^	alcohol dehydrogenase 1	*GmADH1-3*
10	Glyma.18G200300	467.7	187.2	−1.3	3.59×10^−^^5^	alcohol dehydrogenase-like 4	*GmADH4*

**Table 3:** DEGs related to nutrients transportation in soybean roots.

Number	Gene ID	Expression Level at pH5.8	Expression Level at pH4.2	Log_2_ Fold Change (pH 4.2/pH 5.8)	*p* Value	Description	Gene Name
1	Glyma.10G132300	306.82	127.02	−1.27	2.8 × 10^−^^4^	ammonium transporter 1	*GmAMT1*
2	Glyma.01G123400	81.10	6.82	−3.57	6.37 × 10^−^^11^	ammonium transporter 2-like	*GmAMT2*
3	Glyma.05G070600	194.19	62.38	−1.64	1.25 × 10^−^^4^	protein NRT1/PTR FAMILY 7.3-like	*GmNPF7.3-1*
4	Glyma.17G153300	611.91	209.01	−1.55	9.05 × 10^−^^4^	protein NRT1/PTR FAMILY 7.3-like	*GmNPF7.3-2*
5	Glyma.13G323800	5449.11	476.64	−3.52	3.00 × 10^−^^23^	NRT2 protein	*GmNRT2*
6	Glyma.12G176900	2041.80	13.51	−7.24	6.20 × 10^−^^66^	high affinity nitrate transporter 2.4-like	*GmNRT2.4-1*
7	Glyma.11G195200	8226.27	426.09	−4.27	4.28 × 10^−^^31^	high affinity nitrate transporter 2.4	*GmNRT2.4-2*
8	Glyma.18G141900	1306.71	33.46	−5.29	1.53 × 10^−^^33^	high affinity nitrate transporter 2.5-like	*GmNRT2.5*
9	Glyma.03G122500	352.71	882.01	1.32	8.93 × 10^−^^4^	protein NRT1/PTR FAMILY 3.1	*GmNPF3.1*
10	Glyma.18G126500	23.47	77.52	1.72	4.03 × 10^−^^5^	protein NRT1/PTR FAMILY 4.6	*GmNPF4.6*
11	Glyma.02G005800	665.66	6.09	−6.77	1.42 × 10^−^^5^	inorganic phosphate transporter 1-7-like	*GmPT1*
12	Glyma.07G222700	188.38	63.69	−1.56	2.98 × 10^−^^5^	inorganic phosphate transporter 1-9-like	*GmPT3*
13	Glyma.10G006700	1478.73	379.51	−1.96	4.63 × 10^−^^6^	inorganic phosphate transporter 1-3	*GmPT4*
14	Glyma.10G186500	919.56	381.20	−1.27	1.82 × 10^−^^4^	inorganic phosphate transporter 1-7-like	*GmPT7*
15	Glyma.20G204000	294.20	71.42	−2.04	2.17 × 10^−^^5^	inorganic phosphate transporter 1-7-like	*GmPT13*
16	Glyma.12G133400	96.70	22.67	−2.09	1.87 × 10^−^^7^	sodium transporter HKT1-like	*GmHKT1*
17	Glyma.16G046200	669.36	304.90	−1.13	3.12 × 10^−^^5^	potassium transporter 4-like	*GmKUP3*
18	Glyma.02G033600	566.51	275.46	−1.04	2.81 × 10^−^^4^	Potassium transporter 6	*GmKUP6*
19	Glyma.03G223900	43.03	17.06	−1.33	1.01 × 10^−^^3^	two-pore potassium channel 5-like	*GmTPK5*
20	Glyma.02G243400	692.88	298.10	−1.21	3.79 × 10^−^^5^	potassium channel SKOR-like	*GmSKOR*
21	Glyma.06G143800	100.89	249.30	1.31	4.16 × 10^−^^6^	potassium transporter 2-like	*GmKT2*
22	Glyma.11G238400	70.15	18.35	−1.93	2.75 × 10^−^^6^	sulfate transporter 2.1-like	*GmSULTR2.1-1*
23	Glyma.08G138600	78.51	29.44	−1.42	1.81 × 10^−^^4^	sulfate transporter 2.1-like	*GmSULTR2.1-2*
24	Glyma.18G019000	123.53	26.66	−2.21	6.41 × 10^−^^8^	sulfate transporter 2.1-like	*GmSULTR2.1-3*
25	Glyma.19G159000	126.03	411.14	1.71	4.51 × 10^−^^6^	sulfate transporter 3.1-like	*GmSULTR3.1-1*
26	Glyma.02G145100	83.76	214.91	1.36	1.38 × 10^−^^6^	sulfate transporter 3.1-like	*GmSULTR3.1-2*
27	Glyma.03G156700	378.82	1484.45	1.97	2.27 × 10^−^^6^	sulfate transporter 3.1-like	*GmSULTR3.1-3*
28	Glyma.09G188700	4.38	64.18	3.87	4.31 × 10^−1^^3^	sulfate transporter 3.5	*GmSULTR3.5-1*
29	Glyma.07G088200	89.10	448.25	2.33	7.3 × 10^−^^4^	sulfate transporter 3.5	*GmSULTR3.5-2*
30	Glyma.13G004400	1633.97	480.53	−1.77	7.75 × 10^−^^11^	zinc transporter 1-like isoform X2	*GmZIP1*
31	Glyma.13G338300	495.89	159.55	−1.64	2.28 × 10^−^^7^	zinc transporter 1-like	*GmZIP2*
32	Glyma.08G328000	77.30	20.91	−1.89	2.66 × 10^−^^5^	zinc transporter 11	*GmZIP11-1*
33	Glyma.15G036200	208.80	85.91	−1.28	3.16 × 10^−^^5^	Zinc transporter 1	*GmZIP11-2*
34	Glyma.09G122600	469.38	132.66	−1.82	1.22 × 10^−^^4^	metal tolerance protein 10-like	*GmMTP7-1*
35	Glyma.08G164800	71.85	220.35	1.62	7.03 × 10^−^^7^	metal tolerance protein 10-like	*GmMTP7-2*
36	Glyma.06G115800	1674.89	353.75	−2.24	3.48 × 10^−^^6^	metal transporter Nramp5-like	*GmNramp5*
37	Glyma.07G223200	10.03	1.80	−2.48	2.79 × 10^−^^4^	zinc transporter 10-like precursor	*GmIRT1*
38	Glyma.05G121300	68.95	21.61	−1.67	1.65 × 10^−^^4^	vacuolar iron transporter homolog 4-like	*GmVIT2.1*

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/5/402/s1, Figure S1. Effects of acidity stress on soybean growth in hydroponic culture. (A) Phenotype of soybean plants at two pH levels; (B) Shoot dry weight; (C) Root dry weight; (D) Shoot height; (E) Leaf number; (F) Branch number; (G)Total root length; (H) Root surface area; (I) Average root diameter. Data in figures are means of three replicates with standard error bars. Asterisks indicate significant difference between pH5.8 and pH4.2 treatments in the Student’s t-test (*: *p* < 0.05). Figure S2. Concentration of mineral nutrients in leaves and roots of soybean subjected to two pH treatments in hydroponic culture. Data in figures are means of three replicates with standard error bars. Asterisks indicate significant difference between pH 5.8 and pH 4.2 treatments in the Student’s t-test (*: *p* < 0.05; **: 0.001 < *p* < 0.05). Figure S3. The GO analysis of DEGs in soybean roots. Figure S4. Pathway functional enrichment of DEGs in soybean roots. Figure S5. Correlation of gene expression levels between transcriptome data and qRT-PCR analysis. Figure S6. Phylogeny analysis of sulfate transporter proteins. Figure S7. Phylogeny analysis of metal tolerance proteins. Table S1. Primers used for qRT-PCR. 

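The primers served the qRT-PCR of selected transporter genes, which the authors ran on RNA from other plants of the same replicates, with *GmEF-1a* as the internal control. The qRT-PCR values were not analysed here.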

Table S2. Summary of gene expression. 

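The table gives, for each library, the reads before and after filtering and the genes and transcripts that the authors found in it. The number of genes listed ranged from 41649 to 43298 over the control libraries and from 41524 to 42072 over the acid-treated libraries. Control replicate 2 had the fewest of the control libraries, and its 1364 predicted genes lay within the 1309 to 1417 of the acid-treated libraries.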

Table S3. 

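Table S3 gives each gene's expression at both pH values, its log2 fold change and its p-value before and after adjustment, as the authors obtained them with DESeq2. All 974 identifiers were found in the deposited values, and 21 of them are predicted genes without a Glyma identifier. Without DESeq2's independent filtering, a setting chosen after seeing the data, 968 genes were called, 934 of them in Table S3.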

General information about DEGs between control (pH 5.8) and acid-treated (pH 4.2) soybean roots. Table S4. 

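Table S4 groups transcription factor genes by family and repeats their values from Table S3. In the deposited counts, no gene of the PLATZ, C2C2-Dof or C3H families passed the adjusted threshold with edgeR, and their smallest adjusted p-values were 0.158, 0.0917 and 0.150.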

Transcription factors respond to acidity stress in soybean roots. Table S5. Abbreviations of DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

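RNA of soybean roots was sequenced from 6 libraries, 3 from control plants at pH 5.8 and 3 from acid-treated plants at pH 4.2, after 30 days in hydroponic culture. The authors filtered the reads, mapped them to the genome build Williams82.a2.v1 with HISAT, rebuilt transcripts with StringTie, added the coding transcripts they predicted to the reference, mapped the reads to it with Bowtie2 and calculated an expected count for each gene and library with RSEM. The authors also gave an FPKM value for each gene, which RSEM derives from the same counts, the gene's length and the library's total. The paper's text gives no versions for these tools. The deposited expected counts are not normalized, and between 85.7% and 87.2% of them in a library are whole numbers, the rest being reads that RSEM shared between genes. Library totals ranged from 9137226 to 9358750 counts.

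Samples were grouped by the pH in their labels. The pairing used for the replicate block comes from the replicate numbers 1 to 3 in the sample titles, which both pH-treatments share, and the paper's methods describe no pairing. Genes not listed for a library were set to 0. Gene names come from the paper's tables and from the descriptions in the deposited files, and no coordinates are given. A table that pairs RefSeq identifiers with symbols was not used here, since it holds none of the identifiers of this build.

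The main test was edgeR 4.0.16 in R 4.3.3, with expected counts rounded to whole numbers, filterByExpr, TMM normalization, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment. A DEG had an adjusted p-value under 0.05 and at least a 2-fold change. The authors used DESeq2, which was run as an alternative (DESeq2 1.42.0, Wald test, default independent filtering). An intermediate run of DESeq2 filtered at an alpha of 0.05 and was replaced by the default, which had been chosen first. Other alternatives were size factors by the RLE method, limma-trend (limma 3.58.1) on log2(FPKM + 0.1) and log2(FPKM + 1), no filter on low counts, a mean count of at least 50, unadjusted p-values, the replicate block, glmTreat against a 1.2-fold change, and each library left out in turn. With limma-trend, fold changes are on the scale of log2 of FPKM plus the pseudocount, which understates the change of low genes. After the data were seen, 2 further settings of DESeq2 were added, the first without independent filtering and the second also with a zero-centred prior on the log2 fold change, and the fits without 1 library and with the block were extended to detected genes and to enriched terms.

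Named in the text are all genes that the paper names by identifier, the 5 genes with the largest and the 5 with the smallest log2 fold change among called genes whose replicates did not overlap, and the gene with the largest change in each direction among called genes of Table S4. Other genes are given as counts.

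Detected genes and single values of 3 libraries against 3 were compared with a two-sided exact permutation test. GO and KEGG orthology terms were of 10 to 500 genes tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment within each kind of term. Gene lists were compared with 10000 random lists of the same size, drawn from 20 bins of mean expression. Such lists ignore that the genes of a list can vary together, so a percentile does not measure the spread between plants. Each list was written by hand as words in gene descriptions, without the genes of Tables 2 and 3, and the defence list also without those of Table S3. The low-oxygen list was corrected after its values had been seen, as described with that result. Other splits of the 6 libraries into groups of 3 were fitted in the same way as the real one. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.

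The tests were first tried on simulated data, with counts drawn from the means and library sizes of the real genes at the common dispersion of 0.0908 and with 200 genes changed 4-fold or 8-fold. The changed genes had a mean count of at least 50, and all genes had the same dispersion, so the test says nothing about low counts or uneven replicates. edgeR recovered 194 of the 200 genes (97%) with 10 false calls among 33669 genes tested, DESeq2 recovered 192 with 26 false calls among 47498, and limma-trend recovered 192 with 8 false calls among 33669. The broad GO classes, KEGG pathways, transcript numbers, qRT-PCR, growth and mineral concentrations were not analysed here.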

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

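The tests in this part were chosen after the results were seen, except for the comparison with other splits of the libraries, which was set beforehand.

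Among genes that the paper does not discuss, 8 stood furthest from the control libraries, and all are in Table S3. The increases were those of Glyma.13G203000, a MATE efflux family protein FRD3 (log2 fold change 7.15), Glyma.13G281200 (7.08) and Glyma.13G281100 (6.93), which share 1 description of an uncharacterized protein, Glyma.19G106600 (6.91) and Glyma.15G264300 (6.46), which are described as hypothetical proteins. The decreases were those of Glyma.06G103900, a sugar transport protein 5-like gene (-10.19), Glyma.11G210500, a glycinol 4-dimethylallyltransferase-like gene (-9.58), and Glyma.12G078900, a hypothetical protein (-8.46). The 8 were selected as the largest changes among called genes whose acid-treated and control libraries did not overlap, so that separation is no finding. Glyma.13G203000 was called in all 6 fits without 1 library, with a log2 fold change between 6.76 and 7.63, and Glyma.06G103900 in 5 of 6, between -10.39 and -9.80. With no count in acid-treated roots, the change of Glyma.06G103900 has only a lower limit, so that range does not show how precise it is. The same holds for Glyma.11G210500 and Glyma.12G078900, and for Glyma.19G106600 with no count in control roots. Glyma.13G281200 was called in 5 of 6, Glyma.13G281100 and Glyma.15G264300 in 3 of 6, and Glyma.12G078900 in 2 of 6. Glyma.19G106600, at 16, 13 and 15 counts in acid-treated roots and none in control roots, was called in 1 of 6, and so was Glyma.11G210500. With the replicate block, Glyma.13G281100, Glyma.19G106600, Glyma.15G264300 and Glyma.12G078900 were not called (adjusted p = 0.0871, 0.168, 0.104 and 0.0734 from edgeR). Of the 4 splits of the libraries that part all same-numbered pairs, 1 gave as many DEGs, the real one, so 4 splits are too few to set the treatment apart from another division of the plants. Library totals could not account for changes of this size, since they differed by -114473 counts on average between the pH-treatments. Reads shared with related genes may contribute to the values of Glyma.13G281100, Glyma.13G281200, Glyma.15G264300 and Glyma.11G210500, whose expected counts were not whole numbers in 2 or 3 libraries. For Glyma.13G281100 and Glyma.13G281200 the counts add up to whole numbers in the acid-treated libraries, as when reads are divided between that pair. This was not tested further. The 3 genes with no count in acid-treated roots might also reflect plants with different alleles or gene copies. Genes that were on or off without regard to the pH were near neighbours with a shared pattern more often than under permutation (one-sided permutation test, p = 0.012), which leaves that explanation open. These genes were picked for their size, so their changes could be overstated. A response to the low pH remains a hypothesis for each of them.

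A list of genes whose descriptions carry names from the plant response to low oxygen, other than those of Table 2, was shifted upward in acid-treated roots. The list held 54 genes, of which 44 were tested, and their median log2 fold change was 0.38, with 35 genes higher and 9 lower. edgeR called 3 of the 44, 17 had an unadjusted p-value under 0.05, and 10 are in Table S3. The median lay at percentile 100 among 10000 random lists matched on mean expression, whose middle value was 0.03. After the trend with gene length was removed the median was 0.41, against 0.07 for random lists, and the trend reached at most 0.16 for any gene, so gene length does not account for the shift. Leaving out 1 library gave a lowest median of 0.24 and a highest of 0.69, so no single library carried it. The median was 0.41 with DESeq2, 0.41 with RLE size factors and 0.56 with the replicate block. The mean log2 expression of the list lay between 4.96 and 5.10 in the acid-treated libraries and between 3.69 and 4.45 in the control libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Library depth was alike between the pH-treatments, and the 10 largest genes held at most 4.85% of the counts of any library. Pyruvate decarboxylase and alcohol dehydrogenase, the enzymes of the pH stat pathway in Table 2, also belong to the low-oxygen response, so a candidate explanation for both is a lower oxygen supply in the acid cultures. The paper's text does not name the oxygen supply of the cultures, and a direct effect of the low pH on the same genes cannot be told apart from it here. The list was written after the genes of Table 2 had been seen. Its first version also matched part of the word threonine by mistake, and gave a median of -0.10 over 910 tested genes. The term at fault was removed after that value had been seen, and matching it by case instead, with the word hypoxia kept, gives the same 44 genes. These still take in 2 cinnamyl alcohol dehydrogenase genes, both lower, matched through the name of alcohol dehydrogenase 1. Without them, in a version made after the values had been seen, the median was 0.47 over 42 genes, 35 higher and 7 lower. It is 1 of 4 lists tested between the pH-treatments, and the pattern is a hypothesis.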

How the results depend on the processing

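The alternatives described here were set before the data were examined, except where a setting is said to have been chosen after seeing the data. Of the 66 genes named in the text that were tested, 65 kept their direction in every fit that could be made. *GmNAC42-1* (Glyma.02G284300) alone reversed, from -0.75 to 0.31 without control replicate 3, and was called in neither fit. Without 1 library its range was -1.59 to 0.31. With a mean count of at least 50, 14 of the 66 genes had no value.

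The numbers of genes called were far less stable. The main setting gave 187 DEGs (76 up, 111 down), 186 of them in Table S3, and called 12 genes of Table S4, 2 of Table 2 and 11 of Table 3. RLE size factors (182 DEGs), limma-trend on log2(FPKM + 1) (172 DEGs), limma-trend on log2(FPKM + 0.1) (147 DEGs), a mean count of at least 50 (138 DEGs) and glmTreat (159 DEGs) stayed within 1.5 times the main count, except that limma-trend on log2(FPKM + 0.1) called 7 genes of Table 3 and the mean count of at least 50 left 7 of Table S4. DESeq2 called 1060 DEGs (468 up, 592 down), 962 in Table S3, with 78 of Table S4, 10 of Table 2 and 38 of Table 3. Without a filter on low counts, edgeR called 323 (139 up, 184 down), 323 in Table S3, with 25, 5 and 18 genes of those tables. Unadjusted p-values gave 2171 (822 up, 1349 down), 891 in Table S3, with 69, 10 and 37. The replicate block gave 61 (19 up, 42 down), 59 in Table S3, with 2, 1 and 6. Among settings chosen after seeing the data, DESeq2 without independent filtering gave 968 (435 up, 533 down), 934 in Table S3, with 76, 10 and 37, and DESeq2 with a log2 fold change prior gave 860 (365 up, 495 down), 858 in Table S3, with 72, 10 and 35. The cause of the difference between edgeR and DESeq2 was not tested.

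Across the 6 fits that each left out 1 library, the number of DEGs ran from 7 to 1122, up-regulated DEGs from 1 to 350, down-regulated DEGs from 6 to 772, DEGs shared with Table S3 from 7 to 626, called genes of Table S4 from 0 to 51, of Table 2 from 0 to 7 and of Table 3 from 2 to 30. Fewer libraries lower the power of a fit, so a lost call need not mean that a change rested on the library left out. The lowest values came without acid replicate 2, where 2520 genes had an unadjusted p-value under 0.05, and the highest without control replicate 2. The cause was not tested there, beyond what is said of control replicate 2 under the other observations. Enriched terms numbered 3 in the main setting. With a background of genes with a mean count of at least 50 they numbered 5, of which 1 was a GO term. Without 1 library they numbered from 0 to 27, a range computed after seeing the data. The difference in detected genes was negative in each fit, from -1253 to -427.5 genes without 1 library, also computed after seeing the data.

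Among the 66 genes, DESeq2 brought 37 past the threshold that edgeR left above it and lost none. The replicate block lost 13, limma-trend on log2(FPKM + 0.1) lost 4, limma-trend on log2(FPKM + 1) lost 5 and gained 1, glmTreat lost 2, no filter on low counts gained 10 and lost 1, and unadjusted p-values gained 38. Leaving out acid replicate 2 lost 23, and leaving out acid replicate 1 lost 18. Without acid replicate 3, control replicate 1 or control replicate 3, 12 were lost in each fit and 1, 3 and 0 gained. Without control replicate 2, 23 were gained and 0 lost. The settings of DESeq2 chosen after seeing the data gained 36 without independent filtering, and gained 33 and lost 1 with the prior.

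Depth limited the genes with few counts. The absence of a count in a library shows only a level below 0.321 to 0.328 CPM. The filter on low counts removed 83 genes of Table S3, 10 of Table S4 and *GmIRT1* of Table 3 from the main test. Not all of these were low in every library. An untested AP2-EREBP gene of Table S4 held 11.9, 2.12 and 0.334 CPM in acid replicates 1, 2 and 3. On simulated data at the observed dispersion, edgeR recovered 194 of 200 changed genes, all with a mean count of at least 50.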

Differences from the paper's values

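The paper reports 974 DEGs, 419 up-regulated and 555 down-regulated, whereas edgeR called 187, 76 and 111. Of the alternatives set before the data were examined, DESeq2 (1060, 468 and 592) and the fit without control replicate 2 (1122, 350 and 772) came within 1.5 times the paper's numbers, and the others did not. DESeq2 without independent filtering (968, 435 and 533) and with a log2 fold change prior (860, 365 and 495) did so as well, and both were chosen after seeing the values. The paper's methods name DESeq2, without its settings.

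For log2 fold changes, 53 values of the paper were compared, and all 53 had the paper's sign. Both sets of values come from the same libraries, so the shared sign is no independent support. Of these, 9 differed by more than the standard error. The 53 leave out *GmSTOP2-1*, *GmSTOP2-2* and the ABR1-like gene Glyma.07G078600 of Table S4. *GmSTOP2-2* (3.87 against 3.42, standard error 0.35) and the ABR1-like gene (-4.05 against -3.10, standard error 0.58) also differed by more than it. *GmSTOP2-1* did not (3.40 against 3.01, standard error 0.46). For *GmAMT2* (Glyma.01G123400) the value was -4.50 against the paper's -3.57. It came within the standard error with limma-trend on log2(FPKM + 0.1) (-3.92), with the replicate block (-4.31) and without acid replicate 1, acid replicate 3, control replicate 1 or control replicate 3 (-4.29 to -4.19), and not with the other alternatives set before the data were examined. *GmNRT2.4-1* (Glyma.12G176900) was at -8.18 against the paper's -7.24, and the fit without acid replicate 1 (-7.92) was the only alternative to come within the standard error. *GmNRT2.5* (Glyma.18G141900) was at -6.00 against the paper's -5.29. It came within the standard error of the fit with limma-trend on log2(FPKM + 0.1) (-5.71) and log2(FPKM + 1) (-4.89), with the replicate block (-5.80) and without acid replicate 1 (-5.77), acid replicate 3 (-6.06, no nearer the paper's value but with a larger standard error) or control replicate 3 (-5.49), and not otherwise. *GmPT1* (Glyma.02G005800) was at -7.91 against the paper's -6.77, and *GmSULTR3.5-2* (Glyma.07G088200) at 4.66 against the paper's 2.33. None of the alternatives set before the data were examined closed the gap for either. In each of the 9 genes that differed, the paper's change was the smaller. DESeq2 with a log2 fold change prior, chosen after seeing the values, gave still smaller changes for each. These were -5.74 for *GmPT1* and 1.20 for *GmSULTR3.5-2*, for example.

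*GmSULTR3.5-1* (Glyma.09G188700) was at 4.78 against the paper's 3.87, and came within the standard error with limma-trend on log2(FPKM + 0.1) (4.29) and without acid replicate 1 (4.45), control replicate 1 (4.44) or control replicate 3 (4.42), and not with the others. *G4DT* (Glyma.10G295300) was at 5.53 against the paper's 2.67, and came within the standard error only with limma-trend on log2(FPKM + 1) (3.72). *WRKY40* (Glyma.14G103100) was at 4.09 against the paper's 3.18, and came within the standard error with limma-trend on log2(FPKM + 0.1) (3.63) and without acid replicate 1 (3.66) or control replicate 3 (3.73), and not with the others. *RLP32* (Glyma.16G169500) was at 3.06 against the paper's 2.21. It came within the standard error with DESeq2 (3.20), with limma-trend on log2(FPKM + 0.1) (1.98), without any 1 of the acid replicates (3.03 to 3.08) and without control replicate 3 (2.51), and not with the others. With DESeq2 and without an acid replicate, *RLP32* was hardly nearer the paper's value or further from it, and the standard error was larger. DESeq2 without independent filtering gives *RLP32* the same 3.20, a setting chosen after seeing the values. *GmIRT1* (Glyma.07G223200) was not tested in the main setting. Where it was, it lay between -6.58 and -4.19 against the paper's -2.48. DESeq2 with a log2 fold change prior, chosen after seeing the values, gave -1.46. The acid-treated libraries held 0, 0 and 1 counts of *GmIRT1*, and the -6.58 came without acid replicate 3, the only one with a count. The size of its change is therefore poorly determined, and its distance from the paper's value cannot be judged.

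The paper lists all genes of Tables 2, 3 and S4 as DEGs, and edgeR called 2 of 10, 11 of 38 and 12 of 79. In its discussion, the paper counts *GmME1-1* (Glyma.09G262900) among the genes raised by acid conditions, whereas its log2 fold change was -1.63 here and is negative in Table 2. Table 3 and Table S3 of the paper give different p-values for *GmPT1* and for *GmMTP7-2*.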

Other observations

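The tests in this part were chosen after the result was seen, except those of the nitrate list, of paralogs for acid replicate 1, and of other splits of the libraries.

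With 3 libraries per pH there are 10 splits of the 6 libraries. Of the 4 that part all same-numbered pairs, 1 gave as many DEGs, 1 as many up-regulated DEGs, 1 as many down-regulated DEGs and 1 as many enriched terms, each time the real split. The other 6 part 1 pair. Every split but the real one gave 0 DEGs and 0 enriched terms, with 81 to 5378 genes at an unadjusted p-value under 0.05, against 3957 genes in the real split. The 5378 belong to the split that joins control replicate 2 with acid replicates 2 and 3. With so few splits, the share cannot fall to a level that would set the result apart from the splits.

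Control replicate 2 had a mean correlation across genes of 0.931 with the acid-treated libraries and 0.907 with the other controls, the only library closer to the other pH. A mislabelled sample was tested on the 1122 genes called without it, of which 36.5% lay nearer the other controls in control replicate 2. The same share was 78.9% of 95 genes for control replicate 1, 98.6% of 69 for control replicate 3 and 69.9% of 83 for acid replicate 3. For acid replicates 1 and 2 it was 100%, of 30 and 7 genes. Each set holds the genes called without the library in question, so the sets differ in size and the shares are not directly comparable. Among the 111 genes changed at least 16-fold without control replicate 2, 54.1% lay nearer the other controls in it, against a full exchange of the sample. *GmNRT2.4-1* (Glyma.12G176900) stood at 112 CPM in control replicate 2 against at most 0.955 CPM in acid-treated roots. RNA from acid-treated roots mixed into the sample would show each strongly raised gene at a fixed share of its acid level. Over the 41 genes raised at least 16-fold, the 10th percentile of that share was 0, and over the 24 with at least 10 CPM it was 0.00161, with medians of 0.119 and 0.107. Taken against acid replicates 1, 2 and 3 in turn, over 24, 19 and 22 of these genes at 10 CPM or more, the 10th percentile was 0.00126, 0.00213 and 0.00266. Shares this low speak against a mixture from a single one of these libraries or from all of them, while RNA of plants that were not sequenced here was not tested. Its total of 9333168 counts lay within the range of the others, and removing the trend with gene length left the difference of correlations at 0.0242. Single genes speak against an acid-treated sample under a control label: *GmPT1* had 799 counts in control replicate 2 and 2, 2 and 4 in acid-treated roots, Glyma.06G103900 had 103 against none, and Glyma.13G203000 had 2 against 727 to 872. These genes were called with that library included. No acid-treated library was closer to the controls than to its own group, as an exchange would give. Batches are not named in the paper's text or the sample labels and were not tested. A list of 135 defence genes, drawn up for acid replicate 1, lay 0.24 higher in control replicate 2 than in the other controls (median log2 difference, percentile 100 of 10000 matched lists). This is left as an observation, since the design gives no condition that sets a single replicate apart.

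At a count of 2 or fewer in some libraries and 20 or more in the others, 109 genes were on or off, of which 7 followed the pH and 102 did not. Among the genes tested, 49 had such a pattern without following the pH, whereas 20 simulations from the group means and the trended dispersion gave 3.45 on average and 8 at most, so the sampling of low counts does not account for them. Plants carrying different alleles or gene copies may account for part of them. So may reads divided between related genes, which was not tested for these patterns. Glyma.19G086100 and BGI_novel_G002549, for example, share a description and have mirrored patterns, with counts that are not whole numbers. Of the 102, 65 have a chromosome in their identifier, and 7 of 22 pairs within 200 genes of each other had the same or the mirrored pattern, against 2.58 expected (one-sided permutation test, p = 0.0120). A window of 100 genes, added afterwards, gave 6 of 13 pairs against 1.52 (one-sided permutation test, p = 0.0032). Neighbouring genes regulated together would give the same result and were not excluded. Of the 102, 14 were off only in control replicate 2, 14 were on only in acid replicate 1, 10 were on only in acid replicates 1 and 2, and 9 are in Table S3. Each of the 10 was highest in acid replicate 1, so these 24 genes could reflect expression in that library instead of alleles, which was not tested. Without the 24, in a test also added afterwards, 6 of 13 pairs within 200 genes had the same or the mirrored pattern, against 1.87 expected (one-sided permutation test, p = 0.0078). The paper and the sample labels name different genotypes, and no test here bears on which is right.

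Phosphate-starvation genes outside Table 3 had a median log2 fold change of -0.23 over 64 genes, 39 lower and 25 higher, at percentile 0.18 of 10000 matched random lists. Without 1 library it lay between -0.26 and -0.12, and edgeR called 0 of the 64, with 15 at an unadjusted p-value under 0.05. Iron-deficiency genes outside Table 3 had a median of -0.71 over 21 genes, 15 lower and 6 higher, at percentile 0, with -0.93 to -0.23 without 1 library and 1 gene called. A lower iron-deficiency response in acid-treated roots is left as a hypothesis. The phosphate-starvation genes pointed both ways and none was called, so no conclusion on that response is drawn. The paper reports a lower P concentration in roots of acid-treated hydroponic plants. The mean expression of the lists gave p = 0.3 and p = 0.1 (two-sided exact permutation tests, the latter the smallest possible). After the trend with gene length was removed the medians were -0.18 and -0.69, against 0.02 and 0.04 for random lists, so gene length does not account for the shifts. Paralogs were not tested for them, so the shifts cannot be told apart from reads shared between related genes. Mislabelling was not tested on these lists either. Both medians stayed negative whichever library was left out, which argues against a single mislabelled library as the source of the shifts. The iron list was drawn up by words in the descriptions and takes in 2 lipid transfer-like genes through part of a word, both higher. Without them its median was -0.82 over 19 genes, 15 lower and 4 higher. For nitrate-assimilation genes, a lowered response had been predicted before their values were seen. The median of the 27 genes of the list was 0.54 instead, 23 higher and 4 lower, at percentile 100. Without 1 library it lay between 0.29 and 1.09, so its size depended on the libraries used. edgeR called 0 of the 27, with 2 at an unadjusted p-value under 0.05. The mean expression of the list gave p = 0.3 (two-sided exact permutation test). Of the 27, 5 are folylpolyglutamate synthases matched through part of a word, 3 higher and 2 lower, and without them the median was 0.57 over 22 genes, 20 higher and 2 lower. The versions of the lists without such matches were made after the values had been seen. The prediction of a lowered nitrate response failed with either version.

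Of the 419 genes that Table S3 lists as up-regulated, 31 were at least 4 times higher in acid replicate 1 than in both other acid-treated libraries, and 0 were so in acid replicate 2 or 3. Its total was 0.988 times the mean of those libraries, and its 10 largest genes held 4.22% of its counts, so neither depth nor a few abundant genes account for this. Among 242 genes whose description no other gene shares, 14 showed the pattern, and after removal of the trend with gene length it held for 19 of 384 genes, as before removal. A defence response in 1 acid culture was tested with 135 defence genes outside Table S3. Their median difference in acid replicate 1 lay at percentile 83.3 of 10000 matched lists. The pattern was seen among genes of Table S3, which the list leaves out, so the pattern cannot be told apart from a defence response. The 24 on or off genes that were on only in acid replicate 1, or only in acid replicates 1 and 2, are a further excess of expression in it, and 3 of them are in Table S3. No other explanation was tested for acid replicate 1. The paper's *G4DT*, *CHR* and *C4H* are highest in that library.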
